# Electrochemically active bacteria sense electrode potentials for regulating catabolic pathways

**DOI:** 10.1038/s41467-018-03416-4

**Published:** 2018-03-14

**Authors:** Atsumi Hirose, Takuya Kasai, Motohide Aoki, Tomonari Umemura, Kazuya Watanabe, Atsushi Kouzuma

## Abstract

Electrochemically active bacteria (EAB) receive considerable attention for their utility in bioelectrochemical processes. Although electrode potentials are known to affect the metabolic activity of EAB, it is unclear whether EAB are able to sense and respond to electrode potentials. Here, we show that, in the presence of a high-potential electrode, a model EAB *Shewanella oneidensis* MR-1 can utilize NADH-dependent catabolic pathways and a background formate-dependent pathway to achieve high growth yield. We also show that an Arc regulatory system is involved in sensing electrode potentials and regulating the expression of catabolic genes, including those for NADH dehydrogenase. We suggest that these findings may facilitate the use of EAB in biotechnological processes and offer the molecular bases for their ecological strategies in natural habitats.

## Abstract (web summary)

Whether electrochemically active bacteria (EAB) can gain energy according to electrode potentials is still unclear. Here, the authors show through transcriptome and deletion mutant analyses that EAB can sense electrode potentials by the Arc system and activate NADH-dependent catabolic pathway to generate ATP.

## Introduction

Bioelectrochemical systems (BES) are engineered systems in which electrochemically active bacteria (EAB) are grown under electrochemical interactions with electrodes^1^. These systems have attracted wide attention owing to their utility in various biotechnological processes, including the generation of electric power from organic waste (e.g., microbial fuel cells)^2^ and the production of commodities and fine chemicals using electricity as the sole energy source (e.g., microbial electrosynthesis)^3^. In BES, electrodes serve as electron acceptors or donors for EAB^1^. A number of studies have shown that electrode potentials primarily determine the direction and rate of electron flow between electrodes and EAB, thereby influencing the metabolic activity of EAB^4–8^. Moreover, the electrode potential thermodynamically limits the maximum amount of energy that EAB can conserve in BES^9^. However, it is unclear whether or not EAB can actively respond to electrode potentials and regulate catabolic pathways for energy conservation.

Recent studies have suggested that catabolic and respiratory pathways in EAB are changed in response to shifts in electrode potentials. Ishii et al. have reported that a high-potential electrode stimulates the expression of respiratory genes, including those for outer membrane (OM) c-type cytochromes, in electrode-associated microbial communities^10^. Transcriptome and proteome analyses have shown that *Shewanella oneidensis* MR-1 and *Shewanella loihica* PV-4 exhibit altered expression of genes for the tricarboxylic acid (TCA) cycle and lactate metabolism when they are grown at different electrode potentials^11–13^. Furthermore, *Geobacter sulfurreducens* expresses different inner membrane (IM)-localized respiratory cytochromes depending on the electrode potential^14,15^. These findings suggest that EAB may be able to link intracellular catabolic and respiratory pathways to electrode potentials.

*S. oneidensis* MR-1 is the representative strain of the genus *Shewanella* and is one of the most extensively studied EAB due to its annotated genome sequence, ease of cultivation and genetic manipulation, and ability to transfer electrons to extracellular electrodes without the need for an exogenous mediator^16,17^. Genetic and biochemical studies have revealed that the extracellular electron transfer (EET) pathway in MR-1 consists of an IM-anchored cytochrome (CymA), soluble periplasmic cytochromes (STC and FccA) and an OM cytochrome complex (comprised of MtrA, MtrB, OmcA and MtrC)^16–18^. Studies have also demonstrated that MR-1 has a well-developed respiratory network consisting of periplasmic and membrane-bound electron-transfer proteins for efficiently discharging electrons to various organic and inorganic electron acceptors (e.g., oxygen, fumarate, nitrate, thiosulfate, trimethylamine *N-*oxide, dimethylsulfoxide, and solid-phase electron acceptors, such as electrodes and metal oxides)^16–20^. This respiratory versatility is thought to facilitate the survival of *Shewanella* in redox-stratified natural habitats, where available electron acceptors are limited and/or frequently changed (e.g., oxic/anoxic interfaces in sediments)^16^. Since these electron acceptors have their own redox potentials, it is likely that they have evolved the ability to efficiently conserve energy according to the redox potential of electron acceptors. Despite extensive characterization of electron-transfer pathways, however, it remains unclear how redox potentials of electron acceptors affect the growth of MR-1. We consider that BES are useful for examining this question, because these systems allow for the fine control of redox potentials of electron acceptors (i.e., electrodes).

Based on current knowledge of EAB, we hypothesized that EAB harbor molecular mechanisms for sensing electrode potentials and regulating catabolic pathways. To address this hypothesis, we examined *S. oneidensis* MR-1 grown in BES under different electrode potentials and demonstrate that MR-1 has molecular mechanisms for electrode potential-dependent catabolic regulation. The findings presented here not only provide the molecular basis for the biotechnological application of EAB in BES but also offer molecular insights into the ecological strategies of EAB in their natural habitats.

## Results

### Responses of MR-1 to different electrode potentials

*S. oneidensis* MR-1 was grown in an electrochemical cell (EC) equipped with a working electrode poised at +0.5 V (high potential; HP), +0.2 V (middle potential; MP), or 0 V (low potential; LP) (vs. the standard hydrogen electrode; SHE) with lactate as the electron donor. Potential values are reported in reference to SHE. Current densities, metabolite concentrations, and protein yields were compared among HP, MP, and LP conditions (Fig. 1). Higher electric currents were observed under higher potential conditions (Fig. 1a), indicating that high electrode potentials facilitate current generation. Once the electric currents had dropped, culture supernatants were collected for metabolite analyses. While lactate was not detected in these EC samples, acetate was detected as the major metabolite (Fig. 1b), indicating that the partial oxidation of lactate to acetate was the major electron source for EET, as reported elsewhere^13,21^. We also found that the molar yield of acetate per lactate was significantly lower under the HP condition than the LP condition (Fig. 1b). In addition, protein analyses revealed that growth under the HP condition resulted in a higher protein yield (per lactate consumed) than that under the LP condition (Fig. 1c). The acetate and protein yields under the MP condition were moderate and between those for the HP and LP conditions. These results suggest that MR-1 can conserve more energy using the HP electrode than the LP electrode. It is also suggested that catabolic pathways in MR-1 can be changed in response to electrode potentials.

**Fig. 1:**
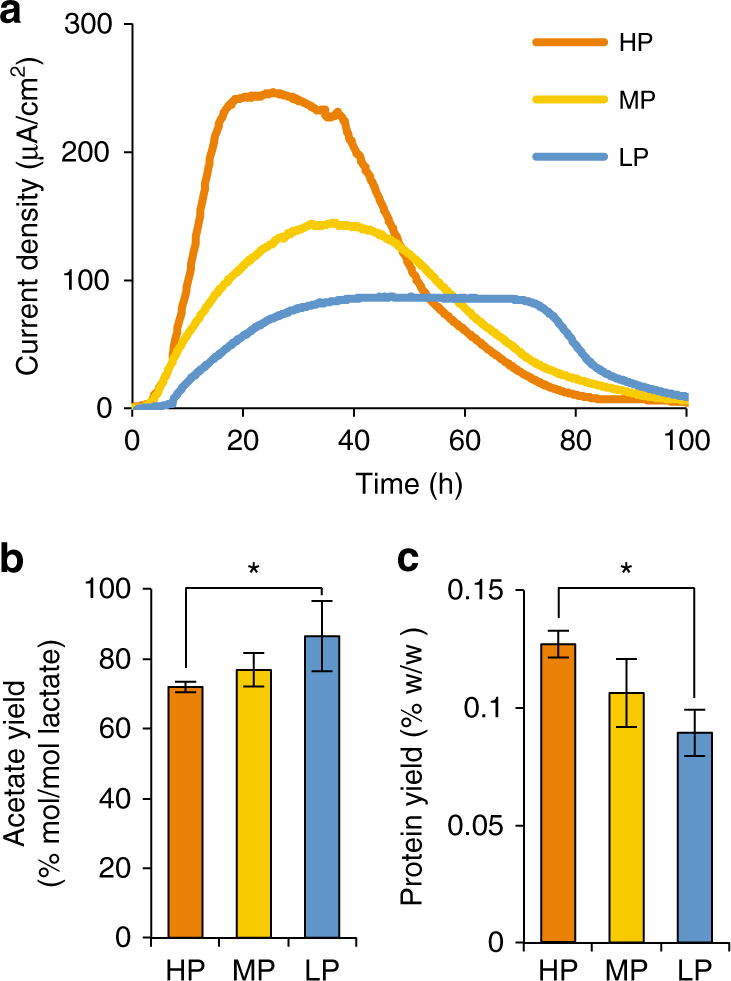
Response of *S. oneidensis* MR-1 to different electrode potentials. **a** Current generation from lactate in electrochemical cells (EC) operated with high potential (HP; +0.5 V), middle potential (MP; +0.2 V), or low potential (LP; 0 V) electrodes. Results represent the mean of three independent experiments (*n* = 3 biological replicates). **b**, **c** Acetate (**b**) and protein (**c**) yields from lactate under HP and LP conditions. Bars and error bars represent means and standard deviations (s.d.), respectively (*n* = 3 biological replicates). Asterisks indicate a statistically significant difference (*P* < 0.05; one-way ANOVA followed by LSD test)

### Transcriptomic responses to different electrode potentials

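RNA was collected from wild-type (WT) cells attached to the working electrodes of 10 electrochemical cells. After approximately 15 h at +0.2 V, 5 of the cells had been held at +0.5 V (HP) and 5 at −0.1 V (LP) versus the standard hydrogen electrode for 2 h. Cy3-labelled cDNA from each electrochemical cell was hybridised to 1 Agilent array with 13379 probes for 4769 locus tags, of which 4186 have 3 probes. The authors deposited the Feature Extraction output of each array, whose processed signal is an intensity after background subtraction and not scaled between arrays. They also deposited a table of log2 values. Its values lie within 0.0079 of the log2 processed signal minus the 75th percentile of the array, centred on the median of each probe over the 22 arrays of both strains. For the values given here, the log2 processed signal of each array was reduced by its 75th percentile, spots marked as outliers were left out, and the probes of a gene were averaged. A probe was used when it was well above background on all arrays of at least 1 group, which left 10929 probes of 4321 genes. HP and LP were compared with limma, with the replicate number as a block because the paper's methods name a paired test. A gene was called at a |log2 fold change (FC)| of at least 1 and an adjusted p (Benjamini−Hochberg) under 0.05, the thresholds of the paper's methods. The 75th percentile of the signal lay between 156 and 491 (median 347) on the HP arrays and between 94.4 and 239 (median 211) on the LP arrays. Between 85.1% and 94.5% of the probes were well above background at HP, and between 60.3% and 89.4% at LP. The lowest LP values, 94.4 and 60.3%, were both those of replicate 3. No spot was saturated, and the number of arrays limits the precision. Replicates 1 to 3 share a slide and replicates 4 and 5 another, so the HP and LP samples of a pair lie on the same slide.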

To explore how *S. oneidensis* MR-1 responds to different electrode potentials at the molecular level, the bacterium was exposed to two different electrode potentials (+0.5 V (HP) and −0.1 V (LP); current vs. time curves are shown in Supplementary Figure 1), and their transcriptomic profiles at these potentials were analyzed using DNA microarrays. We choose these two potential conditions because comparison of the microarray data obtained under the HP and MP (+0.2 V) conditions or the MP and LP conditions did not identify any differentially expressed genes with statistical significance (fold change ≥2.0 or ≤0.5, *P* value <0.05; paired Student’s *t* test followed by Benjamini−Hochberg false discovery rate correction). However, the microarray data obtained under the HP and LP conditions showed that the expression of 322 genes was significantly altered by the potential shift. Among these electrode potential-responsive (EPR) genes, 274 were upregulated, while 48 were downregulated in the presence of the HP electrode (Supplementary Data 1). 

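Of the 4321 genes tested, 423 were called between HP and LP in WT (limma with the replicate pairs and Benjamini−Hochberg adjustment). An adjusted p under 0.05 with no minimum fold change was reached by 1007 genes. Of the 423 genes, 415 changed in the same direction in every pair with a value. Over all genes tested, 1637 (37.9%) did so, where chance gives 6.25% for 5 pairs and more for fewer. A value was missing in a pair for 167 of the genes tested. Without the replicate pairs, 363 genes were called, and the methods' t-test on the same values called 274. These counts rest on gene averages, whereas the paper's methods judge each probe. The t-test per probe with no filter, chosen after seeing the data, gave 329 genes, 313 of them in Supplementary Data 1. Scaling the arrays to the E1A spike-in control probes in place of the 75th percentile, an alternative chosen after seeing the data, moved the count most, to 1785 genes. The genes that the paper lists in Supplementary Data 1 were all tested. Of these 322 genes, 321 changed in the listed direction. Of the 251 that were called, 250 were called in that direction. The remaining called gene is listed as higher at HP and was called lower here. Across the 322 genes, which are not independent replicates, Pearson's r between the listed values and those computed here was 0.956.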

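Of the 423 called genes, 332 (78.5%) were higher at HP and 91 were lower. Under scaling by the spike-in controls, chosen after seeing the data, 1784 of 1785 called genes were higher. SO_1190, annotated as a putative periplasmic CbiK superfamily protein, rose most, with a log2 FC of 4.02 (standard error 0.18, adjusted p = 2.44e-05 from limma). The other genes among the 5 largest rises were *hmuZ* (SO_3667), *znuA* (SO_0565), *znuB* (SO_0566) and *fdnH* (SO_0102), with log2 FCs of 3.94, 3.61, 3.56 and 3.40. Each was higher at HP in 5 of 5 pairs. The largest fall was that of SO_0939, annotated as a split-soret diheme cytochrome *c*, with a log2 FC of −2.20 (standard error 0.34, adjusted p = 0.00339). SO_0400, a putative quinol monooxygenase with 1 probe on the array, had a log2 FC of −1.89 (adjusted p = 0.0119). Its probe was well above background on only 3 of 5 HP arrays, so the size of its fall is uncertain. SO_0939 and SO_0400 were lower in 5 of 5 pairs. In the pair of replicate 1 the log2 ratio of SO_0939 was −0.45. Of the 274 genes in the paper's list of higher expression at HP, 217 were called here, 216 of them as higher. All 34 called genes of its list of 48 were lower.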

The reliability of the microarray analyses was validated by quantitative reverse transcription PCR (qRT-PCR; Supplementary Figure 2). Many of the downregulated genes encode proteins with unknown functions, whereas a substantial number of the upregulated genes have been assigned to categories of the Clusters of Orthologous Groups of proteins^22^, in particular the “Energy production and conservation [C]” category (Supplementary Figure 3). Among these upregulated genes were those for d-lactate dehydrogenase (*dld*), NADH:ubiquinone oxidoreductase (*nuo*), and F_0_F_1_ ATP synthase (*atp*) (Table 1), suggesting that HP electrodes activate important catabolic and energy-conserving pathways in MR-1.

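The array files carry no functional description, so genes were classified by the annotations in the paper's Supplementary Data 1 to 3. Such an annotation exists for 228 of the called genes higher at HP and for 39 of those lower at HP. It names no known function (unknown, uncharacterized, hypothetical, predicted or DUF) for 11 of the 228 genes (4.82%) and for 13 of the 39 (33.3%). The shares differed by 28.5 percentage points (Fisher's exact test, two-sided, p = 1.59e-06). Within Supplementary Data 1, they were 16 of 274 genes (5.84%) and 17 of 48 genes (35.4%; Fisher's exact test, two-sided, p = 1.21e-07). A further 104 called genes that were higher and 52 that were lower have no annotation in these lists and were not classified. Under spike-in scaling, which called 1 gene lower at HP, the difference was −6.21 percentage points. The categories of orthologous groups were not analysed here.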

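The expression of *dld* (SO_1521) was higher at HP by a log2 FC of 2.31 (standard error 0.17, adjusted p = 0.000176 from limma) and rose in 5 of 5 pairs. Table 1 pairs 9 *nuo* genes with locus tags, SO_1010 and SO_1012 to SO_1019. Of these, 8 were called, each higher in 5 of 5 pairs, with log2 FCs between 1.68 (*nuoE*, SO_1018) and 2.73 (*nuoM*, SO_1010). The exception was *nuoK* (SO_1012, adjusted p = 0.219), with a rise in 4 of 5 pairs and a log2 ratio of −2.09 in the pair of replicate 3, without which its log2 FC was 1.90 and it was called. Over probes well above background on all arrays, its log2 FC was −1.77. All 8 *atp* genes of Table 1, SO_4746 to SO_4753, were called and higher in 5 of 5 pairs. Their log2 FCs lay between 1.61 (*atpB*, SO_4753) and 2.55 (*atpA*, SO_4749). As sets, the 9 *nuo* genes had a median log2 FC of 1.92 (camera, adjusted p = 1.77e-07) and the 8 *atp* genes one of 2.09 (camera, adjusted p = 7.13e-08). Camera used a preset correlation of 0.01 between genes. In fry, which estimates the correlation, all 8 sets tested in WT also had an adjusted p under 0.05, for *nuo* and *atp* both 0.0017. The paper selected the genes of Table 1 for their response on the same WT arrays. The tests of these sets in WT are therefore not independent evidence.

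**Figure D1:**
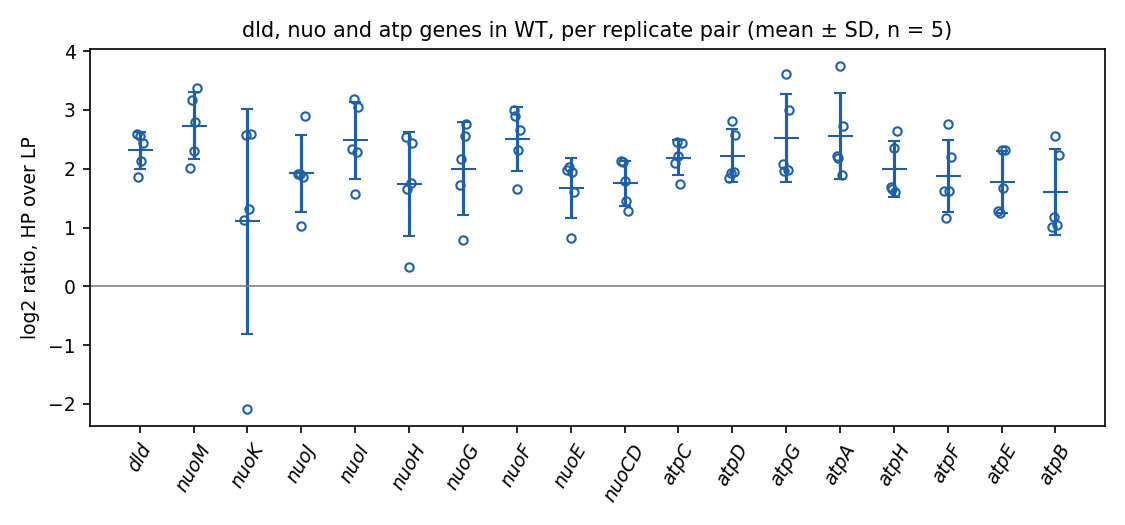
Log2 ratio of HP over LP of the *dld*, *nuo* and *atp* genes in WT. Circles are the 5 replicate pairs, and bars the mean ± SD. All pairs lie above 0 except 1 pair of *nuoK*.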

**Table 1:** List of selected electrode potential-responsive genes discussed in this study

Process	Locus tag	Gene	Annotation	Log_2_ FC^a^
Lactate and pyruvate oxidation	SO_1521	*dld*	Respiratory FAD-dependent d-lactate dehydrogenase	2.32
	SO_0425	*aceF*	Dihydrolipoamide acetyltransferase	1.52
Formate oxidation	SO_0101	*fdnG*	Nitrate-inducible formate dehydrogenase molybdopterin-binding subunit	2.97
	SO_0102	*fdnH*	Nitrate-inducible formate dehydrogenase iron-sulfur subunit	3.33
	SO_0103	*fdnI*	Nitrate-inducible formate dehydrogenase cytochrome b subunit	2.89
	SO_4509	*fdhA*	Formate dehydrogenase molybdopterin-binding subunit	−1.43
	SO_4510	*fdhB*	Formate dehydrogenase fes subunit	−1.08
	SO_4511	*fdhC*	Formate dehydrogenase cytochrome b subunit	−1.00
	SO_4513	*fdhA*	Fnr-inducible formate dehydrogenase molybdopterin-binding subunit	1.96
	SO_4515	*fdhC*	Fnr-inducible formate dehydrogenase cytochrome b subunit	1.94
TCA cycle	SO_1930	*sucA*	2-Oxoglutarate dehydrogenase complex dehydrogenase E1 component	1.75
	SO_1931	*sucB*	2-Oxoglutarate dehydrogenase complex succinyl-CoA:dihydrolipoate S-succinyltransferase E2 component	1.77
	SO_1933	*sucD*	Succinyl-CoA synthase alpha subunit	1.66
NADH oxidation	SO_1010	*nuoM*	NADH-ubiquinone oxidoreductase subunit M	2.85
	SO_1012	*nuoK*	NADH-ubiquinone oxidoreductase subunit K	2.68
	SO_1013	*nuoJ*	NADH-ubiquinone oxidoreductase subunit J	2.58
	SO_1014	*nuoI*	NADH-ubiquinone oxidoreductase subunit I	2.46
	SO_1015	*nuoH*	NADH-ubiquinone oxidoreductase subunit H	2.89
	SO_1016	*nuoG*	NADH-ubiquinone oxidoreductase subunit G	2.61
	SO_1017	*nuoF*	NADH-ubiquinone oxidoreductase subunit F	2.46
	SO_1018	*nuoE*	NADH-ubiquinone oxidoreductase subunit E	1.78
	SO_1019	*nuoCD*	NADH-ubiquinone oxidoreductase subunit CD	1.90
ATP synthesis	SO_4746	*atpC*	ATP synthase F1 epsilon subunit	2.19
	SO_4747	*atpD*	ATP synthase F1 beta subunit	2.22
	SO_4748	*atpG*	ATP synthase F1 gamma subunit	2.50
	SO_4749	*atpA*	ATP synthase F1 alpha subunit	2.43
	SO_4750	*atpH*	ATP synthase F1 delta subunit	1.94
	SO_4751	*atpF*	ATP synthase F0 B subunit	1.85
	SO_4752	*atpE*	ATP synthase F0 C subunit	1.71
	SO_4753	*atpB*	ATP synthase F0 A subunit	1.37

^a^ Log_2_-transformed fold change (+0.5 V/−0.1 V)

Upregulation of the *nuo* and *atp* genes in the presence of the HP electrode is intriguing, because a previous study reported that, under anaerobic conditions (e.g., fumarate-respiring conditions), MR-1 generates ATP by substrate-level phosphorylation at the acetate-synthesis step (Fig. 2), and oxidative phosphorylation using respiratory chains and F_0_F_1_ ATP synthase does not significantly contribute to energy conservation^23^. Other studies have also shown that anaerobic lactate catabolism in MR-1 does not require NADH-dependent enzymes, such as pyruvate dehydrogenase (PDH), NADH dehydrogenase (NDH) and other NAD-dependent dehydrogenases in the TCA cycle^23–29^. Our results, however, indicate that NADH oxidation and ATP generation are upregulated during respiration using the HP electrode. Together with our findings that genes encoding enzymes involved in NADH regeneration, such as PDH (*aceF*) and 2-oxoglutarate dehydrogenase (*sucAB*), were upregulated under the HP condition (Table 1), our analyses suggest that NADH-dependent catabolic pathways are activated in the presence of an HP electrode.

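*aceF* (SO_0425) was higher at HP by a log2 FC of 1.63 (standard error 0.19, adjusted p = 0.000986 from limma). *aceE* (SO_0424), which encodes another subunit of PDH, rose by 0.70 (adjusted p = 0.0234), less than the minimum fold change. The log2 FCs of *sucA* (SO_1930), *sucB* (SO_1931) and *sucD* (SO_1933) were 1.43, 1.77 and 1.66, and all 3 were called. Each of these genes was higher in 5 of 5 pairs. The files and the paper do not pair *sucC* with a locus tag. The *suc* set, whose genes the paper also selected on the same WT arrays, had a median log2 FC of 1.66 (camera, adjusted p = 0.000779). From the higher expression of these genes together with that of *nuo* and *atp*, the paper proposes that NADH-dependent catabolic pathways are active when an HP electrode is present.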

**Fig. 2:**
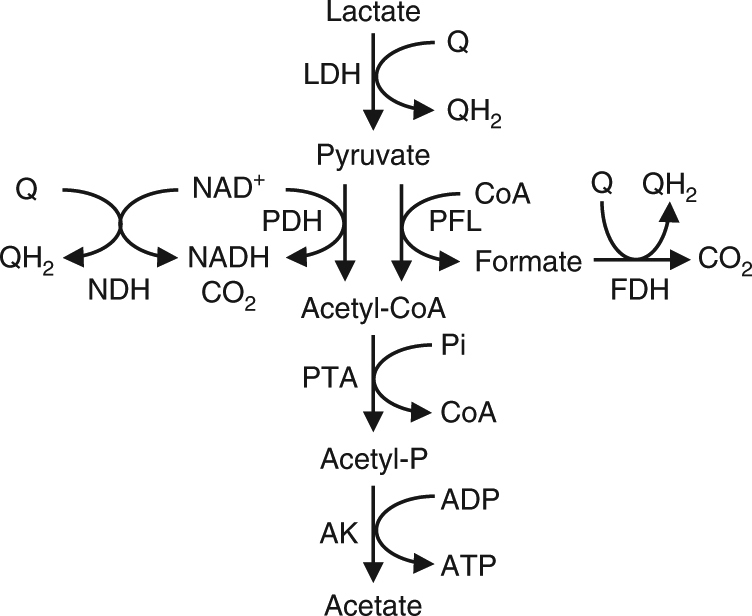
Catabolic pathways of lactate to acetate in *S. oneidensis* MR-1. LDH lactate dehydrogenase, Q oxidized form of quinone, QH_2_ reduced form of quinone, NDH NADH dehydrogenase, PDH pyruvate dehydrogenase, PFL pyruvate formate-lyase, PTA phosphotransacetylase, AK acetate kinase

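Of the formate dehydrogenase genes, *fdnG* (SO_0101), *fdnH* and *fdnI* (SO_0103) had log2 FCs of 2.97, 3.40 and 2.89 in WT. The log2 FCs of SO_4513, SO_4514 and SO_4515 were 1.82, 2.14 and 1.84. These 6 genes were called and were higher at HP in 5 of 5 pairs. SO_4509, SO_4510 and SO_4511 had log2 FCs of −1.24, −1.05 and −0.97 and were lower in 5 of 5 pairs, whereas spike-in scaling, an alternative chosen after seeing the data, gave −0.25, −0.06 and 0.02. The adjusted p of SO_4511 was 0.0038 from limma, but its change did not reach 2-fold. It did so after median scaling (−1.02) and without replicate 1 (−1.04). SO_4510 was not called without replicate 2 (−0.95) or replicate 5 (−0.98). Camera gave the sets SO_0101 to SO_0103, SO_4513 to SO_4515 and SO_4509 to SO_4511 adjusted p of 0.00049, 0.00115 and 0.00203. All genes of these sets except SO_4514 are in Table 1, so these tests are not independent evidence either.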

We also found that, among the three gene clusters encoding formate dehydrogenases (FDH), SO_101–SO_103 and SO_4513–SO_4515 were upregulated while SO_4509–SO_4511 was downregulated under the HP condition. SO_101–SO_103 (*fdnGHI*) is predicted to encode a selenocysteine-containing FDH similar to the nitrate-inducible Fdh-N in *Escherichia coli*^30,31^. SO_4509–SO_4511 and SO_4513–SO_4515 are both annotated as *fdhABC* and are homologous to the genes encoding Fdh-O in *E. coli*^31^. Although the results demonstrate that MR-1 differentially regulates these FDHs according to the electrode potential, triggering factors and molecular mechanisms for the transcriptional regulation are currently unknown.

### Electrode potential-dependent shift of catabolic pathways

From our transcriptomics data, we hypothesized that for pyruvate oxidation MR-1 specifically uses an NADH-dependent catabolic pathway comprised of PDH and NDH under HP conditions, despite that it also has a formate-dependent catabolic pathway comprised of pyruvate formate-lyase (PFL) (Fig. 2). To examine this hypothesis, we generated deletion mutants of PDH (∆PDH) and PFL (∆PFL) and investigated the contribution of these enzymes to current generation under HP (+0.5 V), MP (+0.2 V), and LP (0 V) conditions. To directly observe the contribution of the two splitting pathways to pyruvate oxidation under the three electrode-potential conditions, we used pyruvate as the electron donor for current generation. Comparison of the maximum current densities generated by these mutants (Fig. 3) revealed that, under the HP condition, ∆PDH and ∆PFL generated approximately 20 and 80% less current, respectively, than wild-type MR-1 (WT). This result demonstrates that PDH contributes to pyruvate catabolism under HP conditions, albeit to a lesser extent than PFL. In contrast, under the MP and LP conditions, ∆PDH generated more current while ∆PFL generated markedly less current than WT, demonstrating that pyruvate catabolism under these relatively low potential conditions mostly depends on PFL but not PDH. These results also suggest that the presence of PDH negatively affects catabolism under these potential conditions where the formate-dependent catabolic pathway is predominant. For comparison, we also examined current generation by a *cymA*-knockout mutant (∆*cymA*)^32^. The ∆*cymA* strain generated only negligible amounts of current under the HP and LP conditions (Supplementary Figure 4), confirming that MR-1 utilizes this cytochrome for current generation regardless of the electrode potential.

**Fig. 3:**
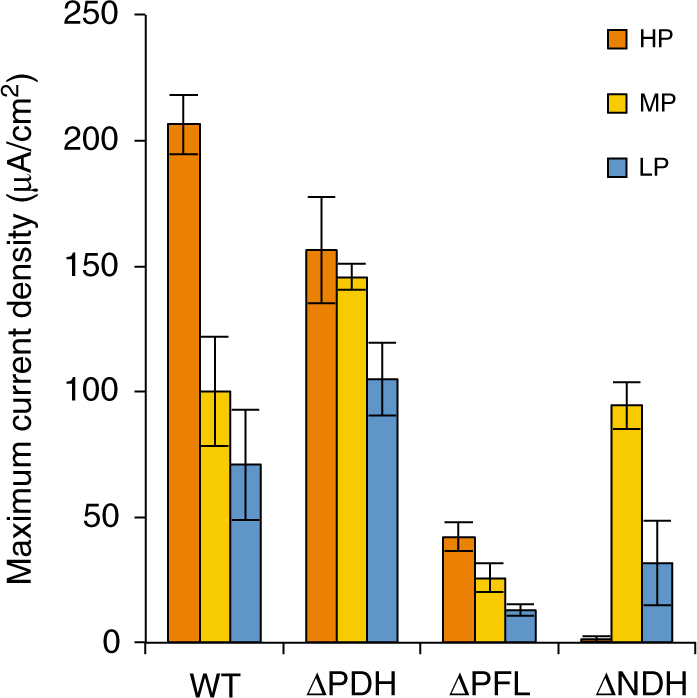
Current generation from pyruvate by WT and mutant *S. oneidensis* strains. The maximum current densities at +0.5 V (HP), +0.2 V (MP), or 0 V (LP) are shown. Bars and error bars represent means and s.d., respectively (*n* = 3 biological replicates)

We also investigated the involvement of NDH in current generation from pyruvate. Since the MR-1 genome encodes four NDH complexes, Nuo, Nqr1, Nqr2, and Ndh^33,34^, we generated a deletion mutant of the four NDH complexes (∆NDH) and measured the current generated by this mutant under HP, MP, and LP conditions (Fig. 3). While ∆NDH almost completely lost the ability to generate current under the HP condition, it was able to generate current under the MP and LP conditions. We hypothesize that there may be excessive accumulation of NADH in MR-1 cells under the HP condition, resulting in the inhibition of some oxidative metabolic reactions and cell growth^35^. To investigate this possibility, we calculated the intracellular NADH/NAD^+^ ratio in MR-1 cells, and confirmed that the deletion of NDHs resulted in a higher NADH/NAD^+^ ratio compared to WT under the HP condition (Supplementary Figure 5). Although NADH was also accumulated in ∆NDH under the MP and LP condition, the NADH/NAD^+^ ratios were decreased as the electrode potential was lowered (Supplementary Figure 5). Since ∆NDH retained the ability to generate current under the MP condition (Fig. 3), it is suggested that there is a threshold NADH/NAD^+^ ratio that inhibits essential cellular processes for current generation. Taken together, these results support the idea that the NADH-dependent pathway is involved in pyruvate catabolism under HP conditions. However, given that the contribution of PDH was relatively small under the HP condition (approximately 20%; Fig. 3), we conclude that MR-1 primarily uses the formate-dependent pathway for current generation and activates the NADH-dependent pathway under HP conditions.

### Involvement of NDH in manganese-oxide reduction

To investigate whether or not MR-1 alters pyruvate-catabolic pathways according to available electron-acceptor compounds, WT and ∆NDH strains were cultivated using pyruvate as the electron donor in the presence of one of the following electron acceptors with different standard redox potentials (*E*_0_ at pH 7.0): oxygen (+0.82 V), MnO_2_ (+0.53 V), nitrate (+0.43 V), and fumarate (−0.03 V)^36,37^. Under the fumarate-reducing condition, ∆NDH showed a similar growth rate to WT (Fig. 4a), suggesting that MR-1 does not utilize the NADH-dependent catabolic pathway for reducing electron acceptors with redox potentials around 0 V. However, ∆NDH showed a decreased ability to use nitrate (Fig. 4b) and MnO_2_ (Fig. 4c), and did not grow under aerobic conditions (Fig. 4a). These results are in agreement with our observation that ∆NDH generated very little current under the HP condition, and supports the idea that MR-1 uses electron acceptors with relatively high redox potentials by activating the NADH-dependent catabolic pathway.

**Fig. 4:**
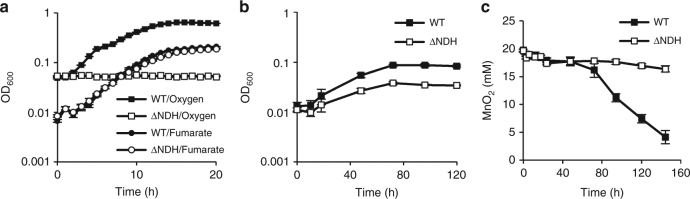
Growth characteristics of ∆NDH on different electron acceptors. **a**, **b** Growth curves of WT and ∆NDH cells grown on pyruvate under aerobic, fumarate-reducing (**a**), and nitrate-reducing (**b**) conditions. **c** Reduction of MnO_2_ by WT and ∆NDH cells. Data points and error bars represent means and s.d., respectively (*n* = 3 biological replicates)

### Electrode-potential sensing by the Arc regulatory system

Our results so far reveal that MR-1 regulates catabolic pathways in response to changes in the redox potential of extracellular insoluble electron acceptors (e.g., electrodes) as well as soluble electron acceptors. We were therefore interested in investigating how MR-1 perceives the potential of an electrode that is located outside of cells. Bacteria are known to regulate the expression of cellular processes by sensing redox states of intracellular electron mediators, such as IM quinones^38^. As IM quinones are connected to electrodes via the EET pathway^18,39^, we postulated that an electrode potential affects the redox state of IM quinones, and that MR-1 senses changes in the redox state using an intracellular redox sensor, such as the Arc system^40,41^. To investigate this hypothesis, we first examined whether the redox balance of IM quinones is affected by electrode potentials, that is, by HP and LP. As our transcriptome analysis showed that the expression of *nuo* genes encoding NADH:ubiquinone oxidoreductase was upregulated under the HP condition (Table 1), we focused on detecting the potential-dependent redox shift of ubiquinone, even though ubiquinone with its relatively high redox potential (+0.11 V) is generally used as an IM electron carrier for aerobic respiration^37^. A previous study reported that the major IM quinone in MR-1 cells is ubiquinone-8 (UQ-8)^20^; therefore, we examined the oxidized and reduced forms of UQ-8 in cells exposed to different electrode potentials (+0.5 V and −0.1 V) (Fig. 5). Our analysis revealed that the presence of the HP electrode increased the oxidized form of UQ-8 (Fig. 5), demonstrating that the redox balance of the IM quinone pool is affected by electrode potential. This result also indicates that MR-1 utilizes UQ-8 as an IM electron carrier for current generation.

**Fig. 5:**
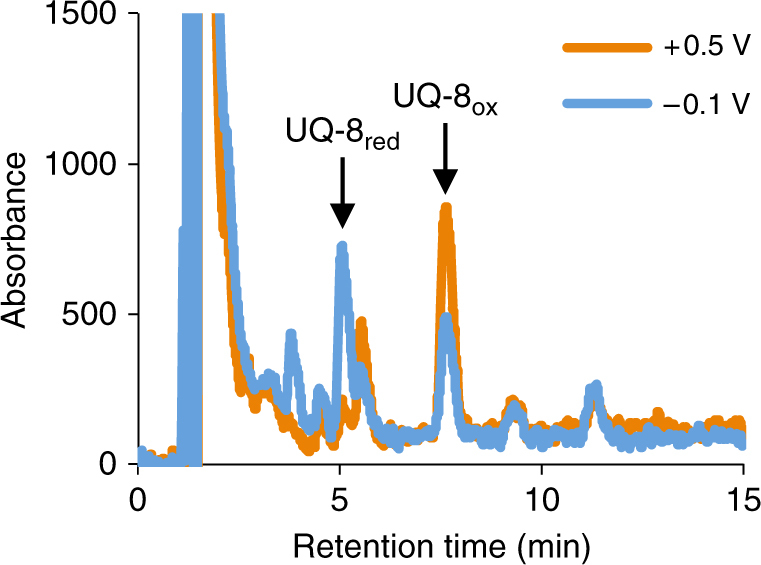
Detection of UQ-8 in MR-1 cells exposed to different electrode potentials. The retention times of oxidized and reduced ubiquinones (UQ-8_ox_ and UQ-8_red_, respectively) are indicated by arrows

We next examined the involvement of the Arc regulatory system, which is known to serve as a sensor for the redox state of IM quinones in *E. coli*^40,41^, in electrode-potential sensing by MR-1. The Arc system of MR-1 consists of three components, the sensor histidine kinase (ArcS), the phosphotransfer protein (HptA), and the response regulator (ArcA)^42^. 

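For the ∆*arcS* strain, 3 electrochemical cells were held at HP and 3 at LP, for the same times as WT, and RNA from each was hybridised to 2 arrays as technical replicates. Technical array 1 of all samples lies on 1 slide and technical array 2 on another, and no slide holds both strains. Strain and slide can therefore not be told apart in levels compared between the strains, while HP and LP of a pair share a slide. The files were made as for WT. The 75th percentile of the signal lay between 135 and 331 (median 220) on the HP arrays and between 82.5 and 154 (median 117) on the LP arrays. Between 74.0% and 84.0% of the probes were well above background at HP, and between 54.9% and 72.5% at LP. The 2 technical arrays were averaged, so that each comparison rests on 3 pairs, whereas the paper counts the technical arrays among its 6 replicates. As a check of the labels, the signal of *arcS* (SO_0577) was read from its 3 probes. On the ∆*arcS* arrays, probe 1 was well above background on 5 of 6 HP and 6 of 6 LP arrays, probe 2 on none, and probe 3 on 4 of 6 and 2 of 6. In WT, probes 1 and 3 were well above background on all arrays, and probe 2 on 3 of 5 HP arrays and on no LP array. The log2 FC of *arcS* between the strains was −1.08 at HP (adjusted p = 0.118 from limma) and −0.53 at LP (adjusted p = 0.457). The position of the probes relative to the deletion was not analysed here, so this check does not settle the labels, and ∆*arcS* stands for the arrays labelled ∆*arcS*.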

We generated a deletion mutant of the sensor kinase gene (∆*arcS*) and examined current generation and the transcriptome profiles of this mutant under potential-controlled conditions (+0.5 V and −0.1 V). We found that ∆*arcS* generated markedly lower current under these potential conditions (Supplementary Figure 1) compared to WT, demonstrating that the Arc system is involved in current generation in MR-1. 

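In ∆*arcS*, 0 of 4318 genes were called between HP and LP by limma on the 3 pairs, where 866 genes had an unadjusted p under 0.05 and the lowest adjusted p was 0.0953. With the 6 array pairs counted as replicates, as in the paper, limma called 248 genes and the methods' t-test 120. In simulated data with 3 pairs, limma recovered 143 of 200 genes that had been changed by a log2 FC of 2. The methods' t-test recovered 0 of these, so its count of 0 on the real 3 pairs carries no information. Smaller changes of single genes were not simulated, so the count of 0 in limma does not exclude them. Even in WT, the 274 genes listed as higher at HP had a median log2 FC of 1.36. Leaving out replicate 3 gave 345 called genes, leaving out replicate 1 gave 1, and leaving out replicate 2 gave 0. Of the 322 genes of Supplementary Data 1, 303 changed in ∆*arcS* in the direction listed for WT, and 142 of the 322 had an unadjusted p under 0.05. These genes had been chosen by their change in WT. Genes called here on 4 of the 5 WT pairs had a median log2 ratio between 1.06 and 1.47, taken in their own direction, in the WT pair left out. For the 274 genes higher at HP, the median log2 ratio in the 3 pairs was 0.01, 0.84 and 1.30, against 1.26 to 1.56 in the 5 WT pairs. Of the 305 genes of Supplementary Data 1 that are outside Supplementary Data 3, 284 had a log2 FC in WT beyond that in ∆*arcS* in the listed direction. The difference itself was called for 0 of these genes and had an unadjusted p under 0.05 for 118 (limma on the log2 ratios of the 5 WT and 3 ∆*arcS* pairs).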

Transcriptome analysis of *∆arcS* cells grown under these conditions revealed that, among the 322 EPR genes found in WT, 305 genes, including the *nuo* and *atp* genes, did not show significant transcriptional responses in *∆arcS* (Fig. 6a). 

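Of the 105 genes that the paper lists in Supplementary Data 2, 102 were tested. In ∆*arcS*, 100 of them changed in the listed direction, 72 by 2-fold or more, and 94 had an unadjusted p under 0.05. None was called by limma on the 3 pairs. In WT, 91 changed in the same direction and 16 were called. For 93 of the 102 genes the response in ∆*arcS* went beyond that in WT, with an unadjusted p under 0.05 for 34 and a called difference for 2. The paper chose these genes on the same arrays by their response in ∆*arcS*, so this is not independent evidence. *metF* (SO_4054) and SO_3627 were the only 2 genes with a called difference among all genes tested, and 482 had an unadjusted p under 0.05. *metF* had log2 FCs of 0.80 in WT and −1.46 in ∆*arcS*, a difference of 2.26 (adjusted p = 0.0184 from limma). It was higher at HP in 5 of 5 WT pairs and lower in 3 of 3 ∆*arcS* pairs. SO_3627, annotated as a transcriptional repressor of the TetR family, had log2 FCs of −0.33 and 1.72, a difference of −2.05 (adjusted p = 0.0233). It was higher in 1 of 5 WT pairs and in 3 of 3 ∆*arcS* pairs. Neither difference was called after normexp background correction, which gave 0.75 for *metF* and −0.80 for SO_3627, after quantile normalization, over probes well above background on all arrays, or under spike-in scaling. Without WT replicate 4 or 5, or without ∆*arcS* replicate 1 or 2, no difference was called. Without ∆*arcS* replicate 3, 30 were called. Under spike-in scaling the log2 FC of SO_3627 in WT was 0.65.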

Further, 105 genes were responsive to the potential shift only in *∆arcS* (Fig. 6a and Supplementary Data 2). However, mean average (MA) plots of the microarray data for WT and ∆*arcS* demonstrate overall decreases in the fold change in gene expression in *∆arcS* compared to WT (Fig. 6b). These results demonstrate that the Arc system plays a central role in electrode potential-dependent transcriptional regulation in MR-1. qRT-PCR analysis showed that *nuoI* gene expression in WT was increased under the HP condition and decreased under the LP condition, and was decreased in ∆*arcS* regardless of the electrode potential (Supplementary Figure 6). 

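The spread of the log2 ratios over all genes tested was computed for each replicate pair, because the spread of a mean falls with the number of arrays averaged. A ∆*arcS* pair is still the mean of 2 technical arrays per sample, unlike a WT pair, which by itself lowers its spread. The spread of a pair also holds noise, so it does not measure the size of the response alone. The SD was 0.808 ± 0.164 (SD, n = 5 pairs) in WT and 0.745 ± 0.074 (SD, n = 3 pairs) in ∆*arcS*, a difference within the spread between pairs (exact permutation test over 56 splits, two-sided, p = 0.643). The median absolute log2 ratio was 0.467 in WT and 0.460 in ∆*arcS* (exact permutation test, two-sided, p = 0.946). After averaging over pairs, the SD over genes was 0.654 for the 5 WT pairs and 0.555 for the 3 ∆*arcS* pairs. Means of 3 of the 5 WT pairs gave between 0.628 and 0.732 over the 10 choices. Across genes, the log2 ratios of WT pairs correlated with each other with a mean Pearson's r of 0.571 (0.369 to 0.769), and those of the ∆*arcS* pairs with one of 0.298 (−0.026 to 0.473). The mean responses of the strains correlated across genes with r = 0.603. Genes are not independent replicates.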

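For the *nuo* set, the median log2 ratio per pair was 1.97 ± 0.59 (SD, n = 5 pairs) in WT and 0.42 ± 0.38 (SD, n = 3 pairs) in ∆*arcS* (exact permutation test of the pairs, two-sided, p = 0.0179, the smallest p that 5 pairs against 3 allow). Over the 8 sets tested, this p was 0.0357 after Benjamini−Hochberg adjustment. It was the same for the *atp* set, with 2.09 ± 0.46 and 0.95 ± 0.64. SO_4509 to SO_4511, with −1.09 ± 0.32 in WT and 0.38 ± 0.95 in ∆*arcS*, and the 20 ribosomal protein genes of Supplementary Data 1, with 1.97 ± 0.39 and 0.70 ± 0.57, also gave this p. The genes of all these sets, *nuo* and *atp* included, were listed by the paper for their response on the same WT arrays. This choice by itself favours a larger response in WT. Leaving out WT replicate 1, 2, 4 or 5 gave *nuo* an exact p of 0.0571, and leaving out ∆*arcS* replicate 1 or 2 gave *atp* one of 0.0952. Quantile normalization changed the calls of *atp*, SO_4509 to SO_4511 and the ribosomal protein genes, where the difference had an exact p of 0.161, 0.0536 and 0.107. No difference past the spread between pairs was found for *fdn* (exact p = 0.25), whose median log2 ratio ran from −3.68 to 4.44 over the 3 ∆*arcS* pairs, nor for SO_4513 to SO_4515 (exact p = 0.0714) or *nqrDEF* (SO_1106 to SO_1108, exact p = 0.161). Without ∆*arcS* replicate 3, *fdn* and *nqrDEF* reached an exact p of 0.0476, and SO_4513 to SO_4515 one of 0.0286 without WT replicate 2. Normexp, median scaling and the stricter filter on dim probes also brought SO_4513 to SO_4515 under 0.05, and quantile normalization *nqrDEF*. For the difference between the responses of the strains, fry gave *nuo*, SO_4509 to SO_4511 and the ribosomal protein genes an adjusted p of 0.0348, *atp* one of 0.084 and the other 4 sets between 0.121 and 0.247. Camera gave all 8 sets an adjusted p under 0.05, between 3.24e-17 and 0.0391. In ∆*arcS*, the median log2 FC of the *atp* genes was 1.03 and that of the *nuo* genes 0.38, or −0.04 after normexp background correction. Camera gave *atp*, SO_4513 to SO_4515 and the ribosomal protein genes an adjusted p under 0.05 in ∆*arcS*, and fry gave it to none of the 8 sets. *nuoI* (SO_1014) had log2 FCs of 2.49 in WT and 0.16 in ∆*arcS*, a difference of 2.33 (adjusted p = 0.126 from limma over all genes). Of the 57 genes that a rule set beforehand names, 19 had an adjusted p of the difference under 0.05 when adjusted over the list alone, and 16 of these a difference of at least 1. Over all genes tested, 0 of the 57 were called. Most of these genes were chosen by the paper on the same arrays, so the former is not independent evidence. From the loss of responses in the mutant, the paper concludes that the Arc system plays a central role in the transcriptional response to the electrode potential.

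**Figure D2:**
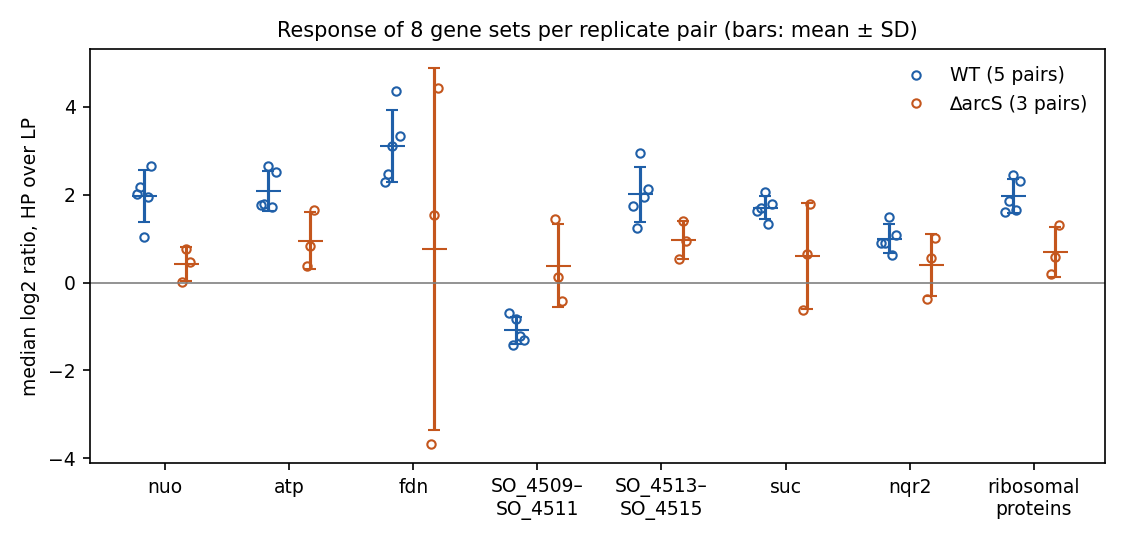
Median log2 ratio of HP over LP of 8 gene sets in each replicate pair of WT and ∆*arcS*. Circles are pairs, and bars the mean ± SD. For *nuo* the WT pairs lie between 1.03 and 2.66 and the ∆*arcS* pairs between 0.01 and 0.77, whereas the *fdn* values of ∆*arcS* span those of WT.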

The hierarchical clustering of expression patterns of the 322 EPR genes found in WT suggests that many of these genes exhibited similar expression patterns to the *nuoI* gene (Supplementary Figure 7), demonstrating that deletion of *arcS* results in decreased expression of many EPR genes. 

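Expression levels were compared between the strains at each potential in 1 limma fit of the 16 samples. The arrays of the strains lie on different slides, and the median log2 FC of all genes between the strains was −0.16 at HP and −0.15 at LP. Spike-in scaling, chosen after seeing the data, moved these medians to −1.03 and −0.73, and normexp to 0.21 and 0.19. The levels given here, at LP too, therefore depend on the scaling. For the 274 genes listed as higher at HP in WT, the median log2 FC of ∆*arcS* against WT was −0.74 at HP and −0.01 at LP. The paper chose these genes on the same WT arrays by their rise at HP, which by itself lowers ∆*arcS* against WT at HP and raises it at LP. At HP, 242 of the 274 were lower in ∆*arcS*, of which 54 were called, and 3 were called higher. At LP, 140 were lower, with 9 called lower and 14 called higher. *nuoI* was lower in ∆*arcS* at HP, with a log2 FC of −1.69 (adjusted p = 0.00806 from limma), and its log2 FC at LP was 0.64 (adjusted p = 0.276). For the 48 genes listed as lower at HP, the median log2 FC between the strains was 0.23 at HP and −0.27 at LP.

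**Figure D3:**
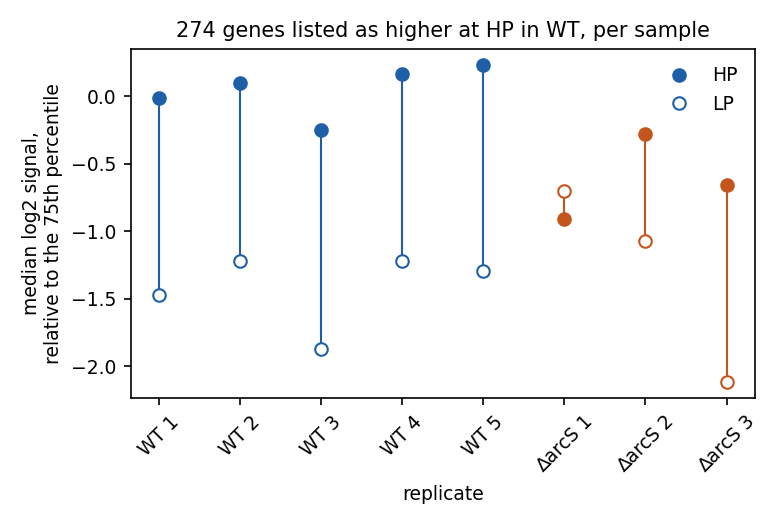
Median log2 signal, relative to the 75th percentile of the array, of the 274 genes listed by the paper as higher at HP in WT. Each sample of WT and ∆*arcS* is a circle, filled for HP and open for LP, and lines join the samples of a pair. The HP samples of WT lie between −0.25 and 0.23, and those of ∆*arcS* between −0.91 and −0.28.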

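By limma on the 3 ∆*arcS* pairs, no gene was called in both strains. Counting the 6 array pairs as replicates gave 68 such genes, and the methods' t-test on them 29. The 17 genes of Supplementary Data 3 all changed in the listed direction in both strains. In WT, 12 of them were called and all 17 had an adjusted p under 0.05, and in ∆*arcS* all 17 had an unadjusted p under 0.05. The difference between the strains was called for 0 of the 17 and had an unadjusted p under 0.05 for 4 (limma). Of the 57 genes that a rule set beforehand names, which include these 17, 30 had an adjusted p under 0.05 in ∆*arcS* when adjusted over the list alone, 17 of them with a change of 2-fold or more. Since the paper chose the genes of Supplementary Data 3 on the same arrays, this count is not independent evidence.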

Microarray analysis also identified 17 genes that were responsive to the potential shift in both WT and *∆arcS* (Fig. 6a and Supplementary Data 3). These ArcS-independent EPR genes included the gene encoding NADH-independent d-lactate dehydrogenase (*dld*). 

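The log2 FC of *dld* in ∆*arcS* was 1.35 (adjusted p = 0.103 from limma over all genes, 0.0111 when adjusted over the list alone), with a rise in 3 of 3 pairs. It was lower than in WT by 0.96 on the log2 scale, a difference that did not pass adjustment over all genes (adjusted p = 0.24) and had an adjusted p of 0.027 over the list alone. Leaving out each replicate in turn gave differences between 0.77 and 1.11.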

We previously reported that *dld* gene expression is increased under HP conditions^13^ and positively regulated by CRP^43^; the present result indicates that the Arc system is not involved in the regulation of this gene.

**Fig. 6:**
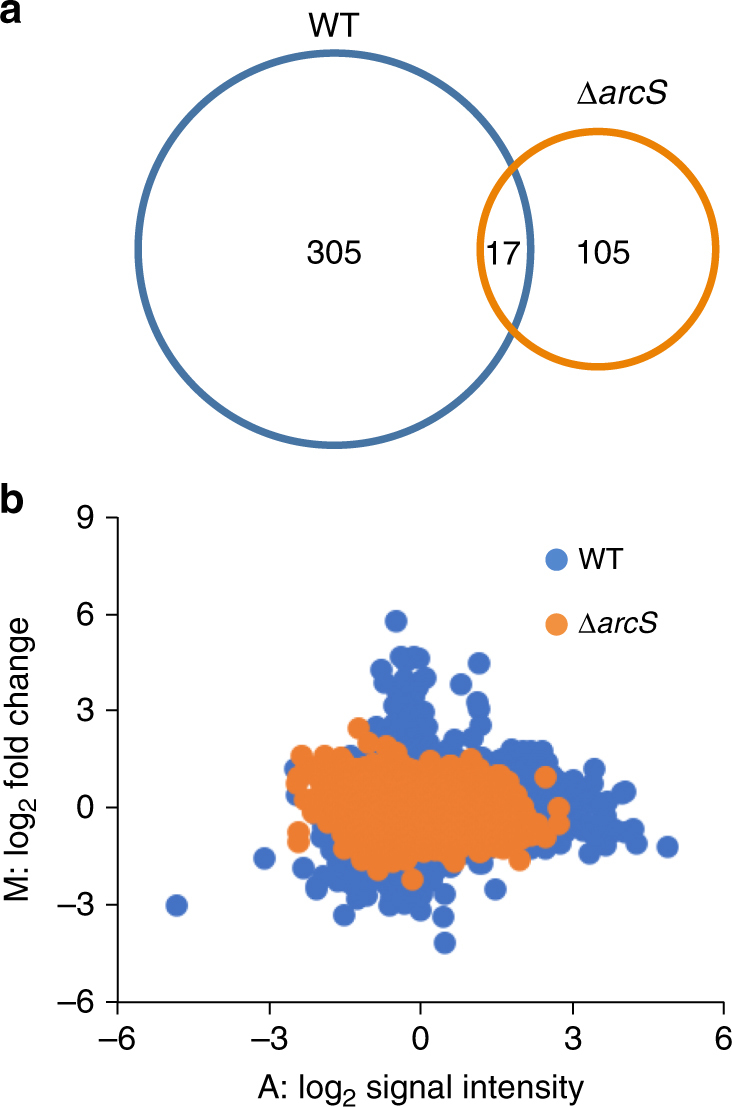
Electrode potential-dependent transcriptional changes in WT and ∆*arcS*. **a** Venn diagram showing the number of electrode potential-responsive genes found in WT and ∆*arcS*. **b** Mean average (MA) plots of microarray data for WT and ∆*arcS*. M and A values indicate log_2_-transformed fold changes and normalized signal intensities for each microarray probe, respectively

We also performed electrophoretic mobility shift assays (EMSA) using purified ArcA protein (Supplementary Figure 8) to examine whether or not the Arc system directly regulates the transcription of *nuo* and other ArcS-dependent EPR genes. When phosphorylated ArcA (ArcA-P) was incubated with a DNA probe containing the upstream region of *nuoA*, shifted bands were observed in a protein concentration-dependent manner (Fig. 7). However, no shifted bands were detected when probes containing the upstream regions of *sucA* and *atpI* were used (Supplementary Figure 9). These results indicate that the Arc system directly regulates the expression of the *nuo* genes, but indirectly affects the expression of the *suc* and *atp* genes.

**Fig. 7:**
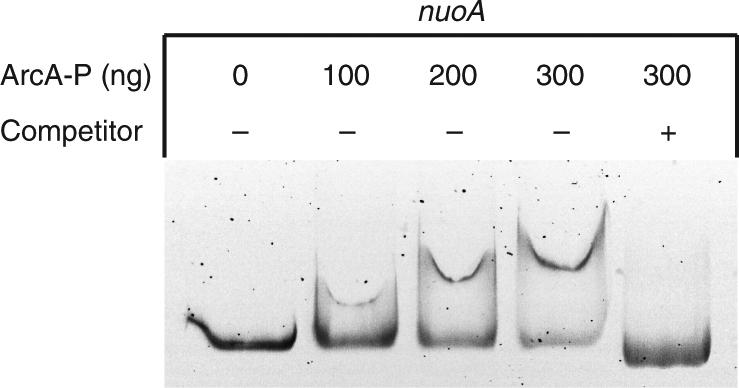
EMSA using ArcA protein and the upstream region of *nuoA*. The labeled probe containing the upstream region of *nuoA* was incubated with 0–300 ng phosphorylated ArcA (ArcA-P) in the presence (+) or absence (−) of a specific competitor (a 50-fold excess of unlabeled *nuoA* probe)

## Discussion

We show that MR-1 perceives electrode potentials using the Arc system and regulates the expression of catabolic pathways (Fig. 8); in particular, it activates NADH-dependent pyruvate catabolism at high electrode potentials, resulting in a high growth yield (Fig. 1c). Under anaerobic conditions, including LP conditions, MR-1 catabolizes pyruvate using a formate-dependent pathway consisting of PFL and FDH (Fig. 8a), as observed for other anaerobic bacteria^24^. In these processes, the redox cycling of IM quinones catalyzed by FDH and CymA generates proton motive force (PMF)^26^. Under HP conditions, however, MR-1 activates the NADH-dependent pathway consisting of PDH and NDH for catabolizing a portion of pyruvate (Fig. 8b). This catabolic pathway is similar to that used by MR-1 for aerobic respiration^27^. Activation of Nuo NDH increases the amount of PMF generated per electron (H^+^/e^−^ ratio), since this enzyme also functions as an efficient proton pump^44^. The H^+^/e^−^ ratios of NADH oxidation by Nuo and formate oxidation by FDH are two and one, respectively^30,44,45^. Given that the redox cycling of ubiquinone between Nuo and CymA also contributes to PMF generation, MR-1 can generate an estimated three times more PMF per electron when it catabolizes pyruvate to acetyl-CoA and CO_2_ using the NADH-dependent pathway compared to that using the formate-dependent pathway (Fig. 8). In addition, our metabolite and transcriptome analyses (Fig. 1b and Table 1) suggest that the TCA cycle is partially activated under HP conditions, although it has a smaller contribution to acetyl-CoA catabolism than the acetate-synthesis pathway. These findings indicate that MR-1 can efficiently generate PMF and conserve energy by regulating intracellular catabolic pathways according to the redox potential of electron acceptors (e.g., electrodes). Since the electromotive force (EMF) of biological energy conservation is mainly determined by redox potentials of electron acceptors, the Arc-regulated catabolic system may constitute a mechanism that links EMF to PMF.

**Fig. 8:**
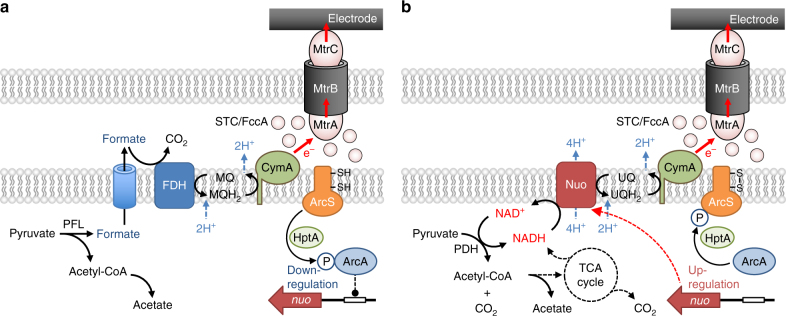
Pathways for EET-associated pyruvate catabolism in *S. oneidensis* MR-1. **a** Formate-dependent catabolic pathway consisting of PFL and FDH. **b** NADH-dependent catabolic pathway consisting of PDH and NDH. MQ, oxidized form of menaquinone, MQH_2_ reduced form of menaquinone, UQ oxidized form of ubiquinone, UQH_2_ reduced form of ubiquinone

We showed that MR-1 uses the NADH-dependent catabolic pathway for respiration using MnO_2_ (Fig. 4c). This finding suggests that MR-1 can conserve more energy by respiration using MnO_2_ than using electron acceptors with low redox potentials. Considering that MR-1 was isolated from the sediments of a shallow eutrophic lake containing iron/manganese-oxide concretion at the bottom^19^, it is likely that this strain has adapted to anaerobic organics-rich environments with a variety of electron acceptors, including metal oxides^36^. In addition, exterior redox states may frequently change due to geochemical and biological events, including gravitational metal-oxide settlings and algal blooms^36^. We therefore postulate that this bacterium needs to efficiently conserve energy for growth by sensing exterior redox states in its natural habitat. This bacterium may have evolved to use an electrode potential-sensing mechanism comprising the Arc system as an ecological strategy to successfully survive in redox-stratified habitats. Notably, most other members of *Shewanella* lack H^+^-translocating NDH (Nuo) while they have Na^+^-translocating NDH (Nqr), suggesting that the regulation of Nuo by the Arc system confers an ecophysiological advantage on MR-1. It is therefore interesting to investigate differences in physiological roles and regulation of these NDHs in *Shewanella*.

Our transcriptome analyses reveal that the Arc system serves as the major signal transduction mechanism that links extracellular redox states to intracellular catabolic pathways. 

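Of the genes for these proteins, the files and the paper pair only *omcA* (SO_1779) with a locus tag, so *mtrC*, *mtrA*, *mtrB* and *cymA* were not analysed here. The log2 FC of *omcA* in WT was 0.46 (standard error 0.19, adjusted p = 0.118 from limma), with a rise in 4 of 5 pairs. In ∆*arcS* it was 0.97 (adjusted p = 0.138), with a rise in 3 of 3 pairs. The difference between the strains, −0.51, had an adjusted p of 0.596.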

While the expression of genes for many cytoplasm- and IM-localized catabolic enzymes respond to shifts in electrode potential in an ArcS-dependent manner, that of genes encoding EET-pathway proteins (OmcA, MtrCAB, and CymA) was not significantly affected by the potential shift. These EET-pathway proteins are involved in the reduction of extracellular electron acceptors with various redox potentials, including Mn(IV) and Fe(III) oxides^32,46^; therefore, it is reasonable that the genes encoding these proteins are constantly expressed regardless of the redox potential of extracellular substances. Similarly, expression of genes encoding Arc-system proteins (*arcS*, *hptA*, and *arcA*) was not affected by the potential shift. 

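In WT, *arcS* (SO_0577) had a log2 FC of −0.27 (standard error 0.16, adjusted p = 0.245 from limma) and was higher at HP in 1 of 5 pairs. With no filter on dim probes the log2 FC was 0.20, and under spike-in scaling 0.71. The files and the paper do not pair *hptA* and *arcA* with locus tags, so they were not analysed here.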

We therefore propose that MR-1 constantly expresses the EET pathway and Arc system for immediate response to changes in extracellular redox states.

A previous study found that the Arc system in MR-1 regulates substantially different genes from those in *E. coli*, even though the amino-acid sequences and target-DNA sequences of ArcA are highly conserved between these bacteria^47^. The same study proposed 54 operons that were likely to be under the direct control of ArcA in MR-1 and concluded that, in contrast to *E. coli*, MR-1 does not use the Arc system for regulating the TCA cycle^48,49^. However, our transcriptome analyses showed that the expression of *sucAB* genes, which encode 2-oxogultarate dehydrogenase, is regulated in an ArcS-dependent and potential-responsive manner. 

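In ∆*arcS*, *sucA* and *sucB* had log2 FCs of 0.56 ± 1.33 and 0.54 ± 1.32 (SD, n = 3 pairs) and were higher at HP in 2 of 3 pairs. The WT response exceeded that of ∆*arcS* by 0.87 for *sucA* (SO_1930, adjusted p = 0.566 from limma) and by 1.24 for *sucB* (SO_1931, adjusted p = 0.387). The median log2 ratio of the *suc* set per pair was 1.70 ± 0.26 (SD, n = 5 pairs) in WT. In the ∆*arcS* pairs it lay between −0.62 and 1.80, and the difference was within the spread between pairs (exact permutation test, two-sided, p = 0.0893). For this difference the adjusted p of the set was 0.0119 in camera and 0.144 in fry. Without ∆*arcS* replicate 3 the difference rose from 1.09 to 1.68 (exact p = 0.0476), and without replicate 1 it was 0.47.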

Although MR-1 is known to express an incomplete TCA cycle due to the depressed activity of 2-oxoglutarate dehydrogenase under anaerobic conditions^27^, the present finding indicates that MR-1 partially activates the TCA cycle by upregulating expression of *sucAB* genes during respiration using HP electron acceptors. However, our EMSA analysis demonstrates that ArcA does not bind to the upstream region of *sucA* (Supplementary Figure 9). Along with a similar result reported previously^47^, this indicates that the Arc system is indirectly involved in the transcriptional regulation of *sucAB* genes. It would therefore be interesting to identify a transcriptional cascade that regulates the expression of these TCA-cycle genes in MR-1.

In contrast to *sucAB* genes, we propose that expression of *nuo* genes is directly regulated by ArcA (Fig. 7). Although *nuo* genes were not included in a previously proposed ArcA regulon in MR-1^47^, the expression of these genes is known to be directly regulated by ArcA in *E. coli*^49,50^. Therefore, similar to *E. coli*, MR-1 may use the Arc system to regulate the activity of IM respiratory chains in response to the redox state of IM-associated quinones. However, the expression patterns of *nuo* genes (Supplementary Figures 6 and 7) appear to be inconsistent with the fact that phosphorylated ArcA acts as a repressor for catabolic genes^50^. This can be explained by the fact that ArcA in *E. coli* is autophosphorylated by acetyl phosphate^51^, and that its cognate sensor kinase ArcB is involved in the dephosphorylation of ArcA^52^. It is therefore possible that ArcA in MR-1 is also autophosphorylated by similar in vivo non-specific phosphate sources, and that the phosphorylated ArcA represses the expression of its target genes in *∆arcS*. Further studies are necessary to further our understanding of the roles of the Arc system for catabolic regulation in MR-1.

Among the EET-pathway proteins in MR-1, CymA is required for the reduction of various electron acceptors, including fumarate, nitrate, dimethylsulfoxide, Mn(IV) and Fe(III) oxides^32,53,54^, and potential-controlled electrodes in BES (Supplementary Figure 4), indicating that this protein consistently serves as a quinol oxidase under anaerobic conditions, regardless of the redox potential of electron acceptors. This is in contrast to the fact that *G. sulfurreducens* utilizes different IM-localized cytochromes depending on the redox potential of extracellular electron acceptors^14,15^. Interestingly, quinone analysis (Fig. 4) revealed that the HP electrode oxidizes UQ-8, suggesting that CymA oxidizes ubiquinone when cells are grown under HP conditions. However, oxidation of UQ-8 by CymA is a thermodynamically unfavorable reaction because the potential window of CymA is estimated to range between −0.3 and 0 V (at pH 7.0)^55^ compared to the standard redox potential of UQ-8 of +0.11 V^37^. It is therefore hypothesized that this oxidation reaction proceeds only when CymA is almost completely oxidized in the presence of an HP electron acceptor, allowing efficient energy conservation via the NADH-dependent catabolic pathway. A previous study has demonstrated an electrochemical interaction between ubiquinone-10 and CymA^39^, supporting the idea that electron transfer from ubiquinone to CymA is possible depending on the in vivo redox balance of these molecules.

In conclusion, the present study demonstrates that the representative EAB, *S. oneidensis* MR-1, has a molecular mechanism for sensing electrode potentials and regulating catabolic pathways. Knowledge of electrode potential-dependent catabolic regulation provides the molecular basis for biotechnological application of EAB. In BES, EAB have been used for current generation and/or chemical synthesis under electrochemical interactions with electrodes^1^; however, in most cases, catabolic pathways in EAB have not been controlled or optimized. Improved understanding of the regulatory mechanisms of catabolic pathways that function in EAB will therefore facilitate the development of more efficient BES. In addition, our findings offer molecular insight into ecological strategies used by EAB in their natural habitats^56,57^. EAB thrive in redox-stratified ecosystems, where they have evolved versatile respiratory abilities^58^. Our findings also suggest that they have evolved redox-dependent regulatory systems that control catabolic pathways. Future studies are required to identify the sensory mechanisms that function in co-operation with the Arc system as cascades for regulating catabolic pathways in response to external redox states.

## Methods

### Bacterial strains and growth conditions

The bacterial strains and plasmids used in this study are listed in Supplementary Table 1. *E. coli* strains^59^ were routinely cultured in lysogeny broth (LB) medium at 37 °C. *Shewanella oneidensis* strains were cultured at 30 °C in LB medium or minimal medium (MM)^60^ containing 10 mM lactate (LMM) or pyruvate (PMM) as the carbon source under aerobic or anaerobic nitrate-, fumarate-, or MnO_2_-reducing conditions. For aerobic cultivation, 5 ml medium in a test tube (30 ml capacity) was inoculated with an *S. oneidensis* strain at an initial optical density at 600 nm (OD_600_) of 0.05 and was shaken at 180 rpm. For anaerobic cultivation with nitrate or fumarate, 8 ml PMM supplemented with 2.5 mM nitrate or 20 mM fumarate in a test tube (9 ml capacity) was inoculated with an *S. oneidensis* strain at an initial OD_600_ of 0.01 and was incubated without shaking. Test tubes containing the anaerobic cultures were capped with butyl rubber septa and polycarbonate screw caps, and purged with pure nitrogen gas. The OD_600_ of cultures was measured using a DU800 spectrophotometer (Beckman Coulter, Brea, CA, USA) or a mini photo 518R photometer (Taitec, Tokyo, Japan). For anaerobic cultivation with MnO_2_, 80 ml PMM supplemented with 20 mM MnO_2_ in a bottle (100 ml capacity) was inoculated with an *S. oneidensis* strain at an initial OD_600_ of 0.01. The bottles containing the cultures were capped with Teflon-coated butyl rubber septa, sealed with aluminum crimp seals, and purged with pure nitrogen gas. MnO_2_ powders were prepared according to a method described elsewhere^61^. The amount of MnO_2_ in cultures was quantified using a colorimetric assay with leucoberbelin blue^62^. When necessary, 15 μg/ml gentamicin (Gm) or 50 μg/ml kanamycin (Km) was added to culture media.

### Operation of BES

A small single-chambered three-electrode EC (18 ml total capacity) was used to monitor electric current generated by WT, ∆PDH, ∆PFL, and ∆NDH strains of *S. oneidensis* under potential-controlled conditions. The EC was equipped with a graphite felt working electrode (2.25 cm^2^), Ag/AgCl reference electrode (+0.199 V vs. SHE) (HX-R5, Hokuto Denko, Tokyo, Japan), and platinum wire counter electrode (10 cm, φ0.3 mm; Nilaco, Tokyo, Japan). The EC was filled with 15 ml LMM supplemented with 170 mM NaCl as an electrolyte, and inoculated with bacterial cells at an initial OD_600_ of 0.1. Current was monitored using a multichannel potentiostat (VPM3; Biologic, Claix, France), and current density (µA/cm^2^) was calculated based on the projected area of the working electrode. To determine the bacterial growth yield in EC samples, total protein content of planktonic and working electrode-attached cells was determined after the complete consumption of lactate, according to a method described elsewhere^60^ with slight modifications. Briefly, the electrolyte (planktonic cell suspension) and working electrode were collected into a 50-ml conical tube and vortexed for 1 min to transfer the bacterial cells attached to the working electrode into the electrolyte. The cell suspension (1 ml) containing the planktonic and electrode-attached cells was mixed with 3 ml of B-PER II bacterial protein extraction reagent (Thermo Fisher Scientific, Walthman, MA, USA) to solubilize the proteins according to the manufacturer’s instructions. After centrifugation at 15,000 × *g* for 5 min, the supernatant was collected and used for the protein assay. Protein concentration was determined using a Micro bicinchoninic acid protein assay kit (Thermo Fisher Scientific), and the total protein content in EC was calculated based on a supernatant volume of 15 ml. The protein yield based on lactate (% w/w) in EC was calculated by dividing the total protein content by the amount of lactate consumed.

A large single-chambered EC (180 ml total capacity) was used to analyze current generation coupled to transcriptomics of WT and ∆*arcS* strains. This EC was equipped with a graphite felt working electrode (10 cm^2^), Ag/AgCl reference electrode, and platinum wire counter electrode (15 cm). The EC was filled with 150 ml LMM supplemented with 170 mM NaCl, and inoculated with bacterial cells at an initial OD_600_ of 0.1. The working electrode was poised at +0.2 V until the electric current became stable (for approximately 15 h) before shifting the potential to +0.5 V or −0.1 V. After further cultivation for 2 h, bacterial cells attached to the working electrode were collected and immediately subjected to RNA extraction. Typical current vs. time curves for WT and ∆*arcS* are shown in Supplementary Figure 1.

### Metabolite analysis

After the cells were removed by filtration through a membrane filter unit (0.20 μm pore size, DISMIC-25HP; Advantec, Tokyo, Japan), the amount of lactate, acetate, formate, and some other organic acids in the EC supernatant was measured using high-performance liquid chromatography (HPLC; Agilent 1100 series) as described elsewhere^59^. An acetate yield based on the amount of lactate consumed (% mol/mol) in EC was calculated by dividing the amount of acetate produced by the amount of lactate consumed.

### Gene disruption

In-frame gene-deletion mutants of *S. oneidensis* MR-1 were generated using a two-step homologous recombination method with suicide plasmid pSMV-10 as described previously^60,63^. Briefly, a 1.6-kb fusion product, consisting of upstream and downstream sequences of a target gene joined by an 18-bp linker sequence, was constructed by PCR. Primers used for amplifying the flanking regions of the target genes, SO_0577 (*arcS*), SO_2912 (*pflB*), SO_0424 (*aceE*), SO_1017 (*nuoF*), SO_3517 (*ndh*), SO_0907 (*nqrF-1*), and SO_1108 (*nqrF-2*), are listed in Supplementary Table 2. The amplified fusion product was ligated into the *Spe*I site of pSMV-10, and the resultant plasmid was introduced into MR-1 by filter mating with *E. coli* WM6026. Transconjugants (single-crossover clones) were selected on LB plates containing 50 μg/ml kanamycin (Km) and were further cultivated for 20 h in LB medium lacking antibiotics. The cultures were then spread onto LB plates containing 10% (w/v) sucrose to isolate Km-sensitive double-crossover mutants. Disruption of the target gene in the obtained strains was confirmed by PCR.

### RNA extraction

Total RNA was extracted using Trizol reagent (Invitrogen) and subsequently purified using an RNeasy Mini Kit and an RNase-Free DNase Set (Qiagen, Valencia, CA, USA) according to the manufacturers’ instructions. The quality of the extracted RNA was evaluated using an Agilent 2100 Bioanalyzer with RNA 6000 Pico reagents and RNA Pico Chips (Agilent Technologies).

### qRT-PCR

qRT-PCR was performed using a LightCycler 1.5 instrument (Roche, Indianapolis, IN, USA) according to a previously described method^64^. Briefly, a PCR reaction mixture contained 15 ng total RNA, 1.3 µl of 50 mM Mn(OAc)_2_ solution, 7.5 µl of LightCycler RNA Master SYBR Green I (Roche), and 0.15 µM primers listed in Supplementary Table 2. To generate standard curves, DNA fragments of target genes were amplified by PCR using Ex Taq DNA polymerase (Takara, Tokyo, Japan) and the primer sets listed in Supplementary Table 2, and purified by gel electrophoresis using a QIAEX II Gel Extraction Kit (Qiagen) according to the manufacturer’s instructions. Standard curves were generated by amplifying a dilution series of the purified DNA fragments of each gene. The specificity of quantitative PCR was verified by a dissociation-curve analysis. Expression levels of target genes were normalized to the expression level of the 16S rRNA gene.

### Transcriptome analysis

Transcriptome analysis was performed using custom DNA microarrays (8 × 15K; Agilent Technologies) previously designed based on the annotated genome sequences of *S. oneidensis* MR-1^65^ according to the manufacturer’s protocol for gene expression arrays for prokaryotes (Agilent One-Color Microarray-Based Prokaryote Analysis, version 1.4, http://www.chem.agilent.com). For transcriptome analysis of the WT strain, five biological replicates were prepared from independent ECs (*n* = 5). For the analysis of ∆*arcS*, three biological and two technical replicates were analyzed (*n* = 6). Gene expression data were normalized and statistically analyzed using GeneSpring GX version 11.5 (Agilent Technologies). Paired Student’s *t* test and Benjamini−Hochberg false discovery rate correction were used for statistical analysis. Differential expression for each probe was considered statistically significant when the fold change (FC) was ≥2.0 or ≤0.5 (|log_2_ FC| ≥ 1.0) at a *P* value of <0.05. The reliability of the microarray analysis was validated by qRT-PCR of six selected genes (Supplementary Figure 2). There was a high correlation (*r*^2^ = 0.92) between the microarray and qRT-PCR results. Hierarchical clustering was performed using the Cluster 3.0 program^66^ and visualized using Java Treeview software^67^.

### Measurement of the NADH/NAD^+^ ratio

A small single-chambered EC was inoculated with MR-1 or ∆NDH cells (precultured anaerobically in LB supplemented with 15 mM lactate and 30 mM fumarate) at an initial OD_600_ of 1.0, and was kept for 4 h at a working electrode potential of +0.5 V, +0.2 V, or 0 V. Bacterial cells were collected from the electrolyte and working electrode using the method described above, and their intracellular NADH/NAD^+^ ratios were determined using an NAD^+^/NADH assay kit (Colorimetric; Abcam, San Francisco, CA, USA) according to the manufacturer’s instructions.

### Extraction and analysis of quinones

A small single-chambered EC was inoculated with MR-1 cells at an initial OD_600_ of 1.0 and was kept for 12 h at a working electrode potential of +0.5 V or −0.1 V. Quinones were extracted from planktonic cells and working electrode-attached cells according to a previously described method with modifications^68,69^. Briefly, 3 ml cell suspension containing planktonic and electrode-attached cells was mixed with the same volume of ice-cold quenching buffer (10 mM tricine in 60% methanol). The cell suspension was transferred to a new amber glass vial and mixed with 3 ml of petroleum ether. After agitating for 1 min, the mixture was centrifuged at 900 × *g* for 2 min, and the upper petroleum ether phase was transferred to a new amber glass vial. Another 3 ml petroleum ether was added to the lower phase, and the agitation and centrifugation steps were repeated. The upper phases were combined and evaporated to dryness under a stream of nitrogen. The dried samples were dissolved in 120 µl of a mixture of methanol and 2-propanol (4:1, v/v) and subjected to HPLC analyses.

The extracted quinone/quinol mixture was analyzed using an HPLC system (Prominence series, Shimadzu, Kyoto, Japan) equipped with a L-column2 ODS column (2.1 × 100 mm, 3.0 µm; CERI, Tokyo, Japan). Isocratic elution of quinones and quinols was achieved by chromatography using the mobile phase consisting of methanol−ethanol (75:25, v/v) at an elution rate of 0.2 ml/min. Qualitative and quantitative analysis was performed using a photodiode array detector and ultraviolet (UV) detector (Shimadzu), respectively. The wavelength of the UV detector was set at 290 nm. UQ-8 (coenzyme Q8) used as a standard was purchased from Avanti Polar Lipids (Alabaster, AL, USA).

### Purification of ArcA protein

To construct a plasmid expressing ArcA protein with a histidine tag at the N-terminal (N-his-ArcA), the *arcA* gene was amplified from total DNA of MR-1 using primers arcA_NdeI_F and arcA_BamHI_R (Supplementary Table 2). The resultant PCR products were digested with *Nde*I and *Bam*HI, and cloned between the corresponding sites of the expression vector pET-28a(+) (Merck, Darmstadt, Germany). The resultant plasmid, pET-arcA (Supplementary Table 1), was introduced into *E. coli* BL21 (DE3). Cells carrying the plasmid were grown in 300-ml baffled Erlenmeyer flasks containing 100 ml 2× yeast extract-trypton (YT) medium supplemented with Km at 30 °C. Isopropyl-1-thio-β-d-galactopyranoside (final concentration 0.5 mM) was added when the OD_600_ reached 0.5 to 0.8. After overnight cultivation at 25 °C, the cells were harvested by centrifugation, and N-his-ArcA produced by the cells was extracted^70^ and purified using a QuickPick IMAC Metal Affinity Kit for Proteins (Bio-Nobile, Turku, Finland) following the manufacturer’s instructions. The purified protein samples were analyzed by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and immediately used for subsequent experiments.

### Electrophoretic mobility shift assay

The EMSA was performed as previously described with following slight modifications^47,70^. Cy3-labeled DNA probes were generated by PCR using the Cy3-labeled primer sets listed in Supplementary Table 2. Purified N-his-ArcA protein was phosphorylated in buffer containing 100 mM Tris/HCl (pH 7.0), 10 mM MgCl_2_, 125 mM KCl, 50 mM dilithium carbamoyl phosphate (Sigma-Aldrich, St. Louis, MO, USA) for 60 min at 30 °C. DNA-binding reactions were performed in 12 μl of reaction mixture containing 100 mM Tris-HCl (pH 7.4), 10 mM MgCl_2_, 20 mM KCl, 2 mM dithiothreitol, 50 μg/ml poly (deoxyinosinic-deoxycytidilic) acid (poly(dI-dC); Sigma-Aldrich), 10% (v/v) glycerol, 4 nM Cy3-labeled DNA probe, and 0−300 ng of phosphorylated N-his-ArcA. The mixture was incubated at 16 °C for 1 h and loaded onto a non-denaturing 12.5% polyacrylamide gel. Electrophoresis was conducted at 150 V in 0.5× Tris-borate-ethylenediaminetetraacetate buffer. Fluorescent gel images were obtained using a Typhoon FLA 9000 (GE Healthcare, Milwaukee, WI, USA).

### Statistical analysis

Data were statistically evaluated using one-way analysis of variance (ANOVA) followed by Fisher’s least significant difference (LSD) test using js-STAR 2012 (http://www.kisnet.or.jp/nappa/software/star/). Differences were considered statistically significant at a *P *value of <0.05.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information Files or from the corresponding author upon reasonable request. The microarray data obtained in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE102264.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: Electrochemically active bacteria sense electrode potentials for regulating catabolic pathways
**Source:** Nat Commun. 2018 Mar 14;9:1083. doi: 10.1038/s41467-018-03416-4
**Supplement:** Supplementary file 1 — Supplementary Information

Electrochemically active bacteria sense electrode potentials for regulating catabolic pathways

Hirose *et al.*

**Supplementary Figure 1** Shifts in current generation by WT and ∆*arcS* cells under potential-controlled conditions. Cells were cultivated in EC containing lactate minimal medium (LMM) supplemented with 10 mM lactate as the electron donor. The working electrode was initially poised at +0.2 V before changing to +0.5 V or –0.1 V. The arrows indicate the time points at which the electrode potential was shifted. Reproducibility was examined in at least three independent trials, and representative data are shown.

**Supplementary Figure 2** Comparison of transcriptional changes by microarray and qRT-PCR analyses. Log_2_-transformed fold changes (log_2_FC) in the expression levels of selected electrode potential-responsive genes determined by qRT-PCR were plotted against those determined by microarray analysis.

**Supplementary Figure 3** Frequencies of genes assigned to each COG category in MR-1 electrode potential-responsive genes. Values are normalized to the COG frequencies of all MR-1 genes.

**Supplementary Figure 4** Comparison of the maximum current density between WT and ∆*cymA* in pyruvate-fed ECs. The working electrode was poised at +0.5 V (HP) or 0 V (LP). Bars and error bars represent means and s.d., respectively (n=3 biological replicates). The values for WT are the same as those shown in Fig. 3.

**Supplementary Figure 5** Intracellular NADH/NAD^+^ ratios in WT and ∆NDH cells exposed to different electrode potentials. The working electrode was poised at +0.5 V (HP), +0.2 V (MP), or 0 V (LP). Bars and error bars represent means and s.d., respectively (*n*=3 biological replicates).

**Supplementary Figure 6** Expression pattern of *nuoI* in WT and ∆*arcS* as determined by qRT-PCR. Bars and error bars represent means and s.d., respectively (*n*=3 biological replicates). Asterisks indicate a statistically significant difference (*P* < 0.05; one-way ANOVA followed by LSD test).

**Supplementary Figure 7** Hierarchical clustering of expression patterns of 322 electrode potential-responsive genes in MR-1. Colors indicate the normalized signal intensities of the microarray data for WT and ∆*arcS* cells grown under high potential (+0.5 V) and low potential (–0.1 V) conditions.

**Supplementary Figure 8** SDS-PAGE of N-his-ArcA protein samples. Protein samples (5 µg) were analyzed on 12.5% SDS-polyacrylamide gels. Lane 1, *Escherichia coli* BL21 (DE3) (pET-arcA) crude extract; lane 2, purified N-his-ArcA; lane 3, molecular weight marker.

**Supplementary Figure 9** Electrophoretic mobility shift assay of ArcA and the upstream regions of *sucA* and *atpI*. Probes containing the upstream regions of SO_0011 and *nuoA* were used as negative and positive controls, respectively. DNA-binding reactions were performed in the presence (+) or absence (–) of 300 ng purified ArcA-P.

**Supplementary Table 1** Bacterial strains used in this study.

| Strain or plasmid | Relevant characteristic | Source or reference |
| --- | --- | --- |
| Bacterial strains |  |  |
| *Escherichia coli* |  |  |
| WM6026 | Donor strain for conjugation; *lacI*^q^, *rrnB3*, DE*lacZ4787*, *hsdR514*, DE(*araBAD*)*567*, *E*(*rhaBAD*)*568*, *rph-1*, *att-lambda*::*pAE12-*del(*oriR6K-cat*::*frt5*), DE(*endA*)::*frt*, *uidA*(*delMluI*)::*pir*(wt), *attHK*::pJK1006-*del1/2* (del*oriR6K-cat*::*frt5,* del*trfA*::*frt*) | William Metcalf, University of Illinois |
| BL21 (DE3) | F^–^ *ompT hsdR17(r_B_^-^ m_B_^+^ ) gal dcm*(DE3) F^–^, *ompT*, *hsdS*_B_(r_B_^–^ m_B_^–^), *gal*(λcI 857, *ind*1, *Sam*7, *nin*5, *lacUV*5-T7*gene*1), *dcm*(DE3) | Novagen |
|  |  |  |
| *Shewanella oneidensis* |  |  |
| MR-1 | Wild type | ATCC |
| ∆*arcS* | SO_0577 (*arcS*) disrupted | This study |
| ∆PFL | SO_2912 (*pflB*) disrupted | This study |
| ∆PDH | SO_0424 (*aceE*) disrupted | This study |
| ∆NDH | SO_1017 (*nuoF*), SO_3517 (*ndh*), SO_0907 (*nqrF-1*), and SO_1108 (*nqrF-2*) disrupted | This study |
| Plasmid |  |  |
| pSMV-10 | 9.1 kb mobilizable suicide vector; *oriR6K*, *mobRP4*, s*acB*, Km^r^, Gm^r^  pSMV-0624 | Chad Saltikov, California Institute of Technology |
| pSMV-arcS | pSMV10 containing the 1.5 kb fusion PCR fragment for *arcS* disruption | This study |
| pSMV-pflB | pSMV10 containing the 1.5 kb fusion PCR fragment for *pflB* disruption | This study |
| pSMV-aceE | pSMV10 containing the 1.5 kb fusion PCR fragment for *aceE* disruption | This study |
| pSMV-nuoF | pSMV10 containing the 1.5 kb fusion PCR fragment for *nuoF* disruption | This study |
| pSMV-ndh | pSMV10 containing the 1.5 kb fusion PCR fragment for *ndh* disruption | This study |
| pSMV-nqrF-1 | pSMV10 containing the 1.5 kb fusion PCR fragment for *nqrF-1* disruption | This study |
| pSMV-nqrF-2 | pSMV10 containing the 1.5 kb fusion PCR fragment for *nqrF-2* disruption | This study |
| pET-28a(+) | Expression vector, T7 promoter | Novagen |
| pET-arcA | pET-28a(+)-based plasmid expressing *N-his-arcA* | This study |

**Supplementary Table 2** Primers used in this study.

**Supplementary Table 2** Continued.

| Primer | Sequence (5′–3′) | **Modification,** for use |
| --- | --- | --- |
| *nuoF*_5-linker | ACCAGCCTGCACTGAACC | *nuoF* disruption |
| *nuoF*_3-linker | GGTTCAGTGCAGGCTGGT | *nuoF* disruption |
| *ndh*_3-linker | GCTGGTTCAGTGACCGCT | *ndh* disruption |
| *ndh*_5-linker | AGCGGTCACTGAACCAGC | *ndh* disruption |
| *ndh*_FO | TAGCGCCTTCATTTTCGG | *ndh* disruption |
| *ndh*_RO | TGAGCTCGTTATTCACCC | *ndh* disruption |
| *ndh*_3-O | ACCGCCACTTTCAGAAGATCC | *ndh* disruption |
| *ndh*_5-O | GCGCTAACAATGTGTAAACGG | *ndh* disruption |
| *ndh*_3-I | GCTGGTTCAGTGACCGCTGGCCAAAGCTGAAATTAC | *ndh* disruption |
| *ndh*_5-I | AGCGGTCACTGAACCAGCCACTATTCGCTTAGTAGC | *ndh* disruption |
| *ndh*_3-O-SpeI-IN | GAAGGTAG**ACTAGT**GCGAGGGGATTATAGAGC | **SpeI***, ndh* disruption |
| *ndh*_5-O-SpeI-IN | GAAGGTAG**ACTAGT**ATCGCATCAAGCCAAACG | **SpeI***, ndh* disruption |
| *nqrF-1*_3-linker | GGTGCTGTGTCAACCGCT | *nqrF-1* disruption |
| *nqrF-1*_5-linker | AGCGGTTGACACAGCACC | *nqrF-1* disruption |
| *nqrF-1*_FO | TGTGCGTGAGTTGTTAGG | *nqrF-1* disruption |
| *nqrF-1*_RO | AAGAATGCCACGGTTAGC | *nqrF-1* disruption |
| *nqrF-1*_3-O | GTAGTGAGATCAATGCGGCAC | *nqrF-1* disruption |
| *nqrF-1*_5-O | GGCTGGTACTTACCTAACGAG | *nqrF-1* disruption |
| *nqrF-1*_3-I | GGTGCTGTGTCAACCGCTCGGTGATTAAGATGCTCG | *nqrF-1* disruption |
| *nqrF-1*_5-I | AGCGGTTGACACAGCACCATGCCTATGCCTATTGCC | *nqrF-1* disruption |
| *nqrF-1*_3-O-SpeI-IN | GAAGGTAG**ACTAGT**CCTAACTACAACACAGGG | **SpeI***, nqrF-1* disruption |
| *nqrF-1*_5-O-SpeI-IN | GAAGGTAG**ACTAGT**GCATTAACGTGATCCAGC | **SpeI***, nqrF-1* disruption |
| *nqrF-2*_3-linker | AACTCAATCGTGGCTCAG | *nqrF-2* disruption |
| *nqrF-2*_5-linker | CTGAGCCACGATTGAGTT | *nqrF-2* disruption |
| *nqrF-2*_FO | GGATGGTATTGGTAACGG | *nqrF-2* disruption |
| *nqrF-2*_RO | CATAGACATAGTGCCAGG | *nqrF-2* disruption |
| *nqrF-2*_3-O | ATCGGTCGGCTTCTCTATTGC | *nqrF-2* disruption |
| *nqrF-2*_5-O | GGTGTTCAAATCCTGCACAAG | *nqrF-2* disruption |
| *nqrF-2*_3-I | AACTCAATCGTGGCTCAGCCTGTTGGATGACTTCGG | *nqrF-2* disruption |
| *nqrF-2*_5-I | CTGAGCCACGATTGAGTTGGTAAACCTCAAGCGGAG | *nqrF-2* disruption |
| *nqrF-2*_3-O-SpeI-IN | GAAGGTAG**ACTAGT**TAGCATCGCCTTTAGTGC | **SpeI***, nqrF-2* disruption |
| *nqrF-2*_5-O-SpeI-IN | GAAGGTAG**ACTAGT**CTGGTATCAACCAAACGG | **SpeI***, nqrF-2* disruption |

# Supplementary material for: Electrochemically active bacteria sense electrode potentials for regulating catabolic pathways
**Source:** Nat Commun. 2018 Mar 14;9:1083. doi: 10.1038/s41467-018-03416-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Descriptions of Additional Supplementary Files:**

File Name: Supplementary Data 1

Description: List of all electrode potential-responsive genes in *S. oneidensis* MR-1

File Name: Supplementary Data 2

Description: List of electrode potential-responsive genes found in  $\Delta arcS$

File Name: Supplementary Data 3

Description: List of electrode potential-responsive genes found in both WT and  $\Delta arcS$

How the deposited data were processed for this re-analysis (not part of the article)

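The data are one-colour Agilent microarrays of *S. oneidensis* MR-1 cells attached to working electrodes. WT and ∆*arcS* cells were held at +0.2 V for approximately 15 h and then at +0.5 V (HP) or −0.1 V (LP) versus the standard hydrogen electrode for 2 h. WT has 5 samples at each potential with 1 array each, and ∆*arcS* has 3 samples at each potential with 2 technical arrays each, which makes 22 arrays on 4 slides. The array holds 13379 probes for 4769 locus tags, 4186 of them with 3 probes, 238 with 2 and 345 with 1, and 10 probes for the E1A spike-in control. Samples were grouped by the strain, the potential and the replicate number that their labels give. The names of the WT files give other potentials than the labels. For the WT sample at LP of replicate 2, the array's position on the slide differs between the file's name and its header, while the slide is the same in both. No slide holds both strains, and HP and LP of the same replicate number and technical array share a slide.

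The scanner files were made by the authors with Feature Extraction 11.5.1.1, and their processed signal is an intensity in arbitrary units after background subtraction, per the file headers, with no scaling between arrays. The median spot and background signals in these files are intensities as deposited by the authors, with no correction, and the quality columns are marks for each spot. The table of log2 values was made by the authors in GeneSpring, and as deposited it equals the log2 processed signal minus the 75th percentile of the array, centred on the median of each probe, to within 0.0079. Its per-probe median is 0 for all 13379 probes, so it gives ratios between samples and not levels.

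The log2 processed signal was reduced by the 75th percentile of the array. Outlier spots and 536 control spots were left out, and no spot was saturated. A probe was kept when it was well above background on all arrays of at least 1 of the 4 groups, which left 10929 probes of 4321 genes. The probes of a gene were averaged with an additive fit of probe and array, and technical arrays were averaged. HP and LP were compared within each strain in limma 3.58.1 (R 4.3.3) with the replicate number as a block. With the block 423 genes were called in WT, and without it 363. Across genes, WT samples of the same replicate number correlated with r between 0.195 and 0.653 after the group means had been removed, and the ∆*arcS* samples with r of −0.06, 0.585 and 0.224. The block was kept because the methods name a paired test. The difference between the responses was tested in limma on the log2 ratios of the 5 WT and 3 ∆*arcS* pairs, and the levels of the strains were compared at each potential in a fit of the 16 samples. A gene was called at a Benjamini−Hochberg adjusted p under 0.05 and a |log2 FC| of at least 1. Values were missing in a pair for 167 genes in WT and 46 genes in ∆*arcS*.

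Gene sets were tested with camera (preset correlation of 0.01 between genes) and fry, both in limma. The sets were *nuo*, *atp*, *fdn*, SO_4509 to SO_4511, SO_4513 to SO_4515, *suc*, *nqrDEF* and 20 ribosomal protein genes of Supplementary Data 1. The responses of a set in the strains were compared by exact permutation of the medians of the pairs over all 56 splits. The spread over genes was compared in the same way. Shares of annotations were compared with Fisher's exact test.

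The rule for named genes takes the 57 tested genes of Table 1, of the sets other than the ribosomal proteins, of the paper's text and primers, and of Supplementary Data 3. It adds, for each comparison, the 5 called genes with the largest rise and the 5 with the largest fall that changed the same way in every pair, or whose groups did not overlap between the strains. This rule, the comparisons and all alternatives except 2 were set before the data were examined. The SO_A genes and the E1A probes were singled out after their values were seen.

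The signal over background limits the values of dim genes. The 75th percentile of the signal had a median of 347 in WT at HP, 211 in WT at LP, 220 in ∆*arcS* at HP and 117 in ∆*arcS* at LP. The median share of probes well above background was 87.9%, 84.1%, 77.1% and 64.2%. On simulated data with 200 of 4153 genes changed by a log2 FC of 2, limma recovered 191 with 5 pairs and 143 with 3 pairs. It recovered 170 for the difference between the responses. The methods' t-test recovered 162 with 5 pairs and 0 with 3. Smaller changes of single genes were not simulated. Camera and fry each found 8 of 8 raised sets, and camera gave 6 of 100 unchanged sets an unadjusted p under 0.05.

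The alternatives were no block, the methods' t-test, the 6 ∆*arcS* array pairs as replicates, normexp background correction (offset 50), quantile normalization, median scaling, no filter, probes well above background on all arrays, the authors' log2 table, and slide as a block (statmod 1.5.0 for the random block). Others were a test per probe, other thresholds, leaving out each replicate, and 3 of the 5 WT pairs. The mean spot signal planned for normexp is not among the columns, and the median spot signal was used. Scaling to the E1A probes, and the methods' t-test per probe with no filter, were added after seeing the data. Figures were drawn with matplotlib 3.10.9. Genes that the files and the paper do not pair with a locus tag, among them *hptA*, *arcA*, *mtrA*, *mtrB*, *mtrC*, *cymA* and *sucC*, were not analysed here. Currents, quinone measurements, mobility shift assays and growth were not analysed here.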

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

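The other splits of the samples were planned, and so were the values over probes well above background on all arrays, without single replicates, under other scalings except the spike-in, and with a slide block. The use of these values to weigh explanations, and the tests of the WT slides, the spike-in controls and the SO_A genes, were chosen only after the results were seen.

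In 3 of the 89 groups of 5 WT pairs tested, 1 pair lay far from the others, where chance gives 4.45 (1 in 20). The log2 ratio of *gyrB* (SO_0011) was 2.26 in the pair of replicate 3 and between 1.01 and 1.34 in the others. That of SO_0939 was −0.45 in the pair of replicate 1 and between −2.92 and −2.46 in the others. That of SO_A0172 was −1.34 in the pair of replicate 3 and between −0.66 and −0.62 in the others. The number of such groups is not above chance. *gyrB* and SO_0939 were called without the pair too (1.15 and −2.64), and SO_A0172 was called in neither case. The LP array of replicate 3 was the dimmest WT array, with a 75th percentile of 94.4. No biological explanation was tested.

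The response of *nuo* differed between the strains by 1.55 on the log2 scale (exact p = 0.0179). The paper listed these genes for their response on the same WT arrays, which by itself favours such a difference. The difference was 1.41 over probes well above background on all arrays (exact p = 0.0357), which argues against dim probes as the whole cause. Quantile normalization gave 1.70 (exact p = 0.0179), which argues against the 75th percentile scaling. Without ∆*arcS* replicate 1, whose response was the smallest, the difference was 1.34 (exact p = 0.0476), which argues against 1 culture as the cause. Leaving out WT replicate 1, 2, 4 or 5 gave an exact p of 0.0571, where 4 pairs against 3 can give 0.0286. The arrays of the strains lie on different slides, so an effect of the batch on the response cannot be told apart from the deletion. A smaller *nuo* response through the loss of *arcS* may be the explanation, and it remains a hypothesis.

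The difference was 1.13 for *atp*, 1.27 for the ribosomal protein genes and −1.47 for SO_4509 to SO_4511 (exact p = 0.0179 each). After quantile normalization it was 0.82 (exact p = 0.161), 0.94 (exact p = 0.107) and −1.56 (exact p = 0.0536). After median scaling it was 1.15, 1.29 and −1.46 (exact p = 0.0179 each), and under spike-in scaling 1.43 (exact p = 0.125), 1.57 (exact p = 0.0714) and −1.18 (exact p = 0.214). The difference of SO_4509 to SO_4511 was larger in size after quantile normalization, although its exact p rose. As the scalings part, the 75th percentile scaling stays open as part of these patterns, and it cannot be told apart from a difference between the strains. Without ∆*arcS* replicate 1 the differences were 0.85 (exact p = 0.0952), 1.02 and −0.95. Without ∆*arcS* replicate 2, that of *atp* was 1.07 (exact p = 0.0952). The deletion stays among the open explanations, and so does the choice of the genes by their response on the same WT arrays.

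*metF* (SO_4054) and SO_3627 differed in their response, with differences of 2.26 and −2.05 between the strains (limma, adjusted p = 0.0184 and 0.0233). Of the 56 splits of the 8 pair ratios, 1, the real one, gave called genes, so a chance split can be excluded for the count of 2. Over probes well above background on all arrays, the differences were 1.75 and −1.58, which argues against dim probes as the whole cause. With 1 ∆*arcS* culture left out at a time, they stayed beyond 2.18 and −1.90, which argues against 1 culture. Neither passed adjustment without ∆*arcS* replicate 1 or 2, or without WT replicate 4 or 5, and SO_3627 did not without WT replicate 1. A batch effect on the response and the deletion both stay open. Under normexp background correction the differences were 0.75 and −0.80. Neither was called after quantile normalization, over probes well above background on all arrays, or under spike-in scaling (2.56, adjusted p = 0.083, and −1.75, adjusted p = 0.77), where SO_3627 was higher at HP in WT too (0.65).

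The paper compares levels between the strains for *nuoI* and in a clustering of its 322 genes, and does not give counts over all genes. At HP 551 genes were called between ∆*arcS* and WT (276 higher), and at LP 637 (268 higher). Of 56 splits of the samples, 1, the real one, gave as many calls at each potential. The highest count of another split was 1 at HP and 89 at LP, so a chance split can be excluded. Between the 2 slides of the WT samples, 239 genes were called, over HP and LP samples together. No slide holds both strains, so slide and strain cannot be told apart for these counts. With the slide as a random block over all arrays (consensus correlation 0.127), 573 and 662 genes were called. This fit counts the technical arrays of a ∆*arcS* culture as replicates, which can raise the counts. They therefore do not show that the calls outlast an effect of the slide. Under spike-in scaling, 1237 genes were called at HP, 1210 of them lower.

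Among the 27 genes at least 4-fold lower in ∆*arcS* at both potentials, 11 have SO_A tags, and 21 genes were as much higher, 2 of them SO_A genes. The paper does not discuss these genes. The median log2 FC of all 153 SO_A genes was 0.13 at HP and 0.14 at LP, which argues against loss of the whole plasmid. In tag order, 16 steps join 2 of the 27 genes, against a mean of 0.168 and a highest of 4 such steps in 10000 random draws (permutation p = 0.0001, the smallest they can give). The longest run held 6 genes. This argues against effects of slide or batch scattered over genes, but not against an effect on whole operons. Of the 11 SO_A genes, 2 had no ∆*arcS* array well above background and 1 was well above background on all 12. Absence of genes from the strain may explain part of the pattern, and it cannot be told apart from lower expression, since these counts decide neither. SO_A0001 was well above background on none of the 12 ∆*arcS* arrays.

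The E1A control probes were lower against the 75th percentile at HP than at LP, by −0.87 on average and in 8 of 8 pairs (exact sign-flip p = 0.00781, the smallest 8 pairs can give). The paper does not report them. The controls' own signal changed by 0.0077 on average, and by −0.63 to 0.43 in single pairs (exact sign-flip p = 0.953). LP arrays dimmer as a whole would lower the controls and the 75th percentile alike, and so leave their difference unchanged. The fall of the controls against the 75th percentile in 8 of 8 pairs therefore argues against that explanation as the whole cause. The brightest probes moved by 0.82 and the dimmest by 0.77, which argues against compression of dim probes. The 75th percentile was 0.88 higher at HP (7 of 8 pairs, exact sign-flip p = 0.0234). Less labelled RNA on the LP arrays, or a larger share of mRNA at HP, may explain this, and the 2 cannot be told apart here. If the second holds, scaling by the 75th percentile would hide a general rise at HP.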

How the results depend on the processing

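Spike-in scaling and the per-probe t-test without a filter were chosen only after the data were seen, and all other alternatives were planned. Of 527 values of 33 results under 35 alternatives, 451 kept their direction and side of the threshold, or stayed near the count, and 1 reversed. All 8 set tests within WT stayed past the threshold in camera under every alternative that gave a value (118 values). The paper had listed most genes of these sets for their response on the same WT arrays. Camera compares a set with all other genes, so scalings that shift all genes of an array alike say nothing about a rise or fall of the set itself. Under spike-in scaling SO_4509, SO_4510 and SO_4511 had log2 FCs of −0.25, −0.06 and 0.02 in WT. Over probes well above background on all arrays, the *fdn* and *suc* sets gave no value.

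The WT count of 423 lay between 300 and 477 under no replicate block (363), quantile normalization (454), median scaling (411), no filter (432), the authors' table (425), slide block (419), an adjusted p under 0.01 (341), leaving out each replicate (372 to 476) and 6 of the 10 choices of 3 WT pairs. It was 274 with the methods' t-test, 157 after normexp, 245 over probes well above background on all arrays, 658 per probe, 1007 without a minimum fold change, and 1785 under spike-in scaling (1784 higher). Keeping 3 WT pairs gave 103 (1, 2, 3), 158 (1, 3, 4), 203 (2, 3, 4) and 243 (2, 3, 5). These 4 choices all hold pair 3, and the 4 choices without it gave 361 to 477, so fewer samples alone do not account for them. The LP array of pair 3 was the dimmest WT array, with a 75th percentile of 94.4 and 60.3% of probes well above background. The stricter filter tests 2714 genes in place of 4321. Otherwise the cause was not tested. Of the 157 and 245 genes, 149 and 203 were among the 423. Of 250 genes called as in the paper's list, 105 were called after normexp and 137 with the stricter filter.

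Under spike-in scaling the share of unknown functions among genes lower at HP, less that among genes higher at HP, reversed from 28.5 to −6.21 percentage points, with 1 gene lower. That scaling moved the median log2 FC of all genes to 0.93 in WT and 0.71 in ∆*arcS*. Normexp moved it to −0.21 and −0.15, the stricter filter to −0.19 and −0.12, and quantile normalization and median scaling to −0.09 and −0.10 in WT.

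The ∆*arcS* count of 0 (limma, 866 unadjusted p under 0.05; the methods' t-test gave 0 too, but recovers none of the changed genes in simulated data with 3 pairs) and the overlap of 0 with WT rose to 248 and 68 with 6 array pairs, 120 and 29 with the methods' t-test on these, 36 and 11 after quantile normalization, 51 and 18 after median scaling, 9 and 5 without a filter, 147 and 42 with the stricter filter, 728 and 612 under spike-in scaling, and 126 and 17 with the per-probe t-test. Leaving out replicates gave counts between 0 (without replicate 2) and 345 (without replicate 3), and 1 without replicate 1. The overlap then lay between 0 and 44. The lowest adjusted p was 0.0953, close to the threshold. Otherwise the cause was not tested.

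The count of 2 response differences (482 unadjusted p under 0.05) was 6 after normexp, 5 under spike-in scaling, and 0 in limma after quantile normalization (479 unadjusted), with the stricter filter (297 unadjusted) and at an adjusted p under 0.01. Leaving out replicates gave between 0 and 30, the highest without ∆*arcS* replicate 3. The cause was not tested.

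Between the strains, normexp gave 286 genes at HP (171 higher) and 159 at LP (92 higher), and the stricter filter 268 (207 higher) and 297 (201 higher). Spike-in scaling gave 1237 at HP (27 higher), and at LP 34 higher and 408 lower. Quantile normalization changed the balance at HP to 311 higher and 202 lower, and median scaling that at LP to 341 and 289. Leaving out replicates gave 372 to 679 at HP and 574 to 739 at LP. The cause was not tested.

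For the set differences, exact p passed or lost 0.05 as follows. SO_4513 to SO_4515 (1.04) passed after normexp (1.32), median scaling (1.06) and the stricter filter (1.25), with 0.80 to 1.26 without single replicates. *suc* (1.09) passed after normexp (0.77) and quantile normalization (1.24), with 0.47 to 1.68. *nqrDEF* (0.61) passed after quantile normalization (0.70), with 0.22 to 0.92. *atp* (1.13) lost it after quantile normalization (0.82) and spike-in scaling (1.43), with 0.85 to 1.48. SO_4509 to SO_4511 lost it under the same 2 (−1.56 and −1.18), and so did the ribosomal protein genes (0.94 and 1.57). Without single replicates *nuo* lay between 1.34 and 1.78 and *fdn* between 0.12 and 4.18. Without ∆*arcS* replicate 3, *fdn*, *suc* and *nqrDEF* passed (exact p = 0.0476 each), and without WT replicate 2 SO_4513 to SO_4515 did (exact p = 0.0286). *nuo* lost it without WT replicate 1, 2, 4 or 5, and *atp* without ∆*arcS* replicate 1 or 2. In ∆*arcS*, *nuo* (0.38) passed in camera without a filter (0.38, adjusted p = 0.0272), with 0.13 to 0.63 without single replicates, *fdn* ran from −0.97 to 2.99, *suc* from −0.093 to 1.23 and *nqrDEF* from 0.083 to 0.74. All 4 of these sets passed without replicate 1. Leaving out a replicate leaves fewer splits. Otherwise the cause was not tested. The difference in spread was past no threshold under any alternative.

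For the named genes, 1096 WT values kept their side, 48 lost it and 31 gained it. In ∆*arcS* 974 kept it and 120 gained it. For the difference 1143 kept it, 17 lost it and 14 gained it. Between the strains 1137 at HP and 1196 at LP kept it, 53 and 37 lost it, and 64 and 22 gained it.

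Signal limits the dim genes. Between 54.9% and 72.5% of the probes were well above background on the ∆*arcS* LP arrays.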

Differences from the paper's values

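The per-probe t-test and spike-in scaling were chosen only after the values were seen, and the other alternatives are those set before the data were examined.

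The paper gives 48 genes lower at HP in WT, and 91 were called here. A count is taken to differ when one of the 2 is more than 1.5 times the other. By this the count does not differ without a replicate block (68), with the methods' t-test (45), after normexp (37), at an adjusted p under 0.01 (60), without WT replicate 4 (66) or 5 (69), or with 3 WT pairs kept (72 for 1, 2, 5; 33 for 1, 3, 5; 34 for 2, 3, 5). It differs under all other alternatives set before the data were examined: quantile normalization (125), median scaling (109), no filter (96), the stricter filter (98), the authors' table (91), slide block (89), per probe (147), no minimum fold change (341), without WT replicates 1 to 3 (130, 84, 103), and the other choices of 3 pairs (1 to 174).

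The paper gives 17 genes shared by the strains, and 0 were found here with limma (866 genes with an unadjusted p under 0.05 in ∆*arcS*; the methods' t-test also gave 0 on 3 pairs, where it recovers none of the changed genes in simulated data). Median scaling (18) does not differ. All other alternatives set before the data were examined differ, with 68 for 6 array pairs, 29 for the methods' t-test on these, and 0 to 44 in the rest. The paper gives 105 genes called in ∆*arcS* only, and 0 were found here. The methods' t-test on 6 array pairs (91) and the stricter filter (105) do not differ. All other alternatives set before the data were examined do, with 180 for 6 array pairs, 301 without ∆*arcS* replicate 3, 33 for median scaling, 25 for quantile normalization, 4 without a filter and 0 in the rest. The per-probe t-test without a filter, chosen after seeing the values, gave 329 genes in WT (268 higher and 61 lower), 126 in ∆*arcS* and 17 in both, 15 of which are among the paper's.

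For *nuoJ* (SO_1013) the paper gives a log2 FC of 2.58, against 1.92 here. A log2 FC is taken to differ when the gap exceeds the SD between pairs, here 0.66, and the gap exceeds it by less than 0.01, so shifts smaller than the printed digits decide. Quantile normalization (2.03), the authors' table (1.92) and leaving out WT replicate 2 (1.92), 3 (2.14) or 4 (1.94) do not differ, and the other alternatives set before the data were examined do. For *nuoH* (SO_1015) the paper gives 2.89, against 1.74 here. Leaving out WT replicate 3 (2.10) does not differ, and the others do. For *ftn* (SO_0139) the paper gives 1.51 in WT and 1.04 in ∆*arcS*, against 1.35 and 0.78 here. No alternative set before the data were examined closes the first, and leaving out ∆*arcS* replicate 1 (0.88) closes the second. For *gspE* (SO_0167) in ∆*arcS* the paper gives 1.44, against 1.11 here, and for *mshM* (SO_4111) in ∆*arcS* 1.53, against 1.02 here. Leaving out ∆*arcS* replicate 1 (1.24 and 1.19) does not differ, and the others do.

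All alternatives set before the data were examined differ for the following. In ∆*arcS*, the paper gives 1.44 for *speA* (SO_1870), 1.55 for *nrdD* (SO_2834), 1.50 for SO_4515, −1.70 for SO_1337 and −1.14 for *nhaR* (SO_1338), against 0.85, 1.04, 0.87, −1.30 and −0.77 here. In WT, it gives 1.81 for *mshM* (SO_4111), against 1.53 here. Averaging only the probes that pass the per-probe t-test, chosen after seeing the values, lies within 0.01 of the paper's value for all 12 of these gene values (2.58 for SO_1013 and 2.89 for SO_1015). It does so for 303 of the 322 genes of Supplementary Data 1. Spike-in scaling, also chosen after seeing the values, lies within the SD for SO_1013 (2.90), SO_1015 (2.73), SO_1870 (1.53), SO_4111 in ∆*arcS* (1.71) and SO_4515 (1.56).

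Of the 30 genes of Table 1, 28 were called here. The paper lists *nuoK* (SO_1012) as changed. Here its adjusted p was 0.219 (limma), and it was called without WT replicate 3 (1.90) and under spike-in scaling (2.09), chosen after seeing the values. The paper lists SO_4511, whose log2 FC here was −0.97, and it was called after median scaling (−1.02) and without WT replicate 1 (−1.04). The paper describes smaller fold changes overall in ∆*arcS*. Averaged over pairs, the values here go the same way, with an SD over genes of 0.555 in ∆*arcS* and of 0.628 to 0.732 for 3 WT pairs, and with 312 against 463 genes past 2-fold. The spread of single pairs did not differ past that between pairs (exact p = 0.643). That spread holds noise too, and only ∆*arcS* pairs are averaged over 2 technical arrays, so it does not decide this point. The paper counts *atp* among the genes that did not respond in ∆*arcS*, while its Supplementary Data 3 lists *atpB* (SO_4753). Here the median log2 FC of the 8 *atp* genes in ∆*arcS* was 1.03. *atpB* was called with the 6 array pairs by limma and by the methods' t-test, with the stricter filter and under spike-in scaling. The paper lists *dld* (SO_1521) as changed in ∆*arcS*, and it was called under these same 4 settings and without ∆*arcS* replicate 3 (1.20). The paper states that *omcA* was not significantly affected by the potential, while its Supplementary Data 2 lists it. Here *omcA* (SO_1779) had an adjusted p of 0.138 in ∆*arcS* (limma), and it was called without ∆*arcS* replicate 3 (1.15) and under spike-in scaling (1.65).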

Other observations

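The counts over splits and exchanges of the samples and the test on a left-out WT pair were planned, and all other tests were chosen only after the results were seen.

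In WT, 1 of 100 splits of the samples, the real one, gave as many calls as the fit without the pairs, and the highest of the others was 28, so a chance split can be excluded. With HP and LP exchanged within pairs, 1 of 16 exchanges, the real one, gave as many calls, and the others gave 0. So few exchanges cannot exclude chance. Genes called on 4 WT pairs went the same way in the pair left out for at least 92.9% of the genes (92.9% to 98.7%), which argues against genes picked by chance on the same pairs. In ∆*arcS* all 10 of 10 splits gave as many calls as the real one, which had 0 in limma (866 unadjusted p under 0.05; the methods' t-test gave 0 too, but recovers none of the changed genes in simulated data with 3 pairs), so chance cannot be excluded or shown.

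With the 6 ∆*arcS* array pairs as replicates 248 genes were called. With HP and LP exchanged in 1 culture this was 15, 0 and 2. The real grouping gave the highest of 4 counts, too few to exclude that technical arrays counted as replicates raise the count, since arrays of 1 culture are not independent.

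The response of the ∆*arcS* cultures was uneven. The median log2 ratio of the 274 genes that the paper lists as higher at HP was 0.014 in the pair of replicate 1, 0.84 in that of replicate 2 and 1.30 in that of replicate 3. Across all genes, the correlations of this pair with the WT pairs had a highest r of 0.158 and a lowest of −0.000666, against 0.383 to 0.616 for the other ∆*arcS* pairs. Turned labels would only change the sign of each r and bring none near those of the other pairs, which argues against exchanged labels as the cause of the missing response. Of the 8 gene sets, 4 go against WT in this pair, with medians of −3.68 for *fdn*, −0.62 for *suc*, −0.38 for *nqrDEF* and 1.44 for SO_4509 to SO_4511, and *znuB* (SO_0566) does, with a log2 ratio of −1.08. Others go with WT, with 0.38 for *atp*, 0.54 for SO_4513 to SO_4515 and 0.20 for the ribosomal protein genes. Exchanged labels would turn all 8 sets alike. Each of its technical array pairs gave a median near 0 (0.042 and −0.0040), which argues against 1 poor hybridisation. Over probes well above background on all arrays the median was 0.13 (0.63 and 1.04 in the other ∆*arcS* pairs), which argues against dim probes. Under spike-in scaling it was 0.70 (2.07 and 1.44 in the other ∆*arcS* pairs), so the 75th percentile scaling stays open as part of the cause. In this pair the list was lower at HP (−0.91) than in the other ∆*arcS* samples at HP (−0.28 and −0.66), and higher at LP (−0.70 against −1.07 and −2.12). A sample held at another potential may explain this, and it cannot be told apart from cultures that respond differently. The pair was kept in all comparisons.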
